# Aortic Single-Cell Transcriptome Analysis Reveals ApoE-Isoform-Specific Influences on Vascular Disease

**DOI:** 10.3390/ijms27125619

**Published:** 2026-06-22

**Authors:** David Y. Hui, Jeyashree Alagarsamy, April Haller, Mario Medvedovic, Anja Jaeschke

**Keywords:** apolipoprotein E, atherosclerosis, single-cell transcriptome, intracellular lipid accumulation, inflammation

## Abstract

The human *APOE* gene is polymorphic with three major alleles that encode apolipoprotein (apo) E2, apoE3, and apoE4. Both apoE2 and apoE4 are associated with increased atherosclerosis risk. This study utilized human *APOE2*, *APOE3*, and *APOE4* gene replacement mice and single-cell RNA sequencing approach to delineate the mechanisms underlying this association. The human *APOE2*, *APOE3*, and *APOE4* mice were fed a Western-type high fat–cholesterol diet for 16 weeks. Hyperlipidemia and significant atherosclerosis were observed in *APOE2* mice but not in *APOE3* or *APOE4* mice. However, increased vascular inflammation was observed in both *APOE2* and *APOE4* mice. Single-cell RNA sequencing followed by cluster analysis identified 25 major cell types in the aorta that include various immune cell types, endothelial cells, and various vascular mural cell subsets. Results showed that cells from the *APOE2* mice were enriched with genes associated with intracellular lipid accumulation and inflammation, whereas cells from the *APOE4* mice displayed elevated oxidative- and/or endoplasmic reticulum-stress and inflammatory response. Thus, apoE2 accelerates atherosclerosis by inducing diet-induced hyperlipidemia and inflammation, while apoE4 does not induce hyperlipidemia but enhances inflammation that may prime the vasculature for atherosclerosis development. The distinct mechanisms by which apoE2 and apoE4 promote atherosclerosis underscore the importance of including apoE genotype information in the design of therapeutics for atherosclerosis intervention.

## 1. Introduction

The human *APOE* gene is polymorphic with three major allelic variants, ε2, ε3, and ε4, encoding apolipoprotein (apo) E2, apoE3, and apoE4, respectively. These apoE isoforms differ from each other by single amino acid substitutions, with the most common isoform apoE3 containing cysteine at residue 112 and arginine at residue 158 of the 299-residue protein. The apoE2 isoform contains cysteine residues at both position 112 and 158 whereas the apoE4 isoform contains arginine residues at both positions. These amino acid substitutions in the primary sequence lead to differences in structural conformation that alters its functional properties. In particular, the R158C substitution in apoE2 results in a protein that is defective in binding to the LDL receptor. In contrast, the C112R substitution in apoE4 alters interaction between the 22-kDa N-terminal domain and the 10-kDa C-terminal domain of the protein, leading to a misfolded protein conformation that causes oxidative stress [1]. The dysfunctional apoE2 increases the risk and severity of coronary artery disease in diabetes as well as the risk of peripheral vascular disease in non-diabetes [2,3,4,5,6]. The dysfunction in apoE4 also increases the overall risk of cardiovascular disease [7,8]. Interestingly, while the ε4 allele is associated with significant increase in risk of Alzheimer’s disease [9], the ε2 allele is associated with lower Alzheimer’s disease risk compared to subjects with the ε3/3 genotype [10,11,12,13].

The association of apoE polymorphism with a plethora of disease risks is due to its expression in a wide spectrum of tissues and cell types. In the central nervous system, apoE is expressed and secreted by glia cells and astrocytes to activate signaling pathways in neurons in an isoform-dependent manner [14,15]. The high potency of apoE4 to stimulate neuronal signaling and amyloid precursor protein synthesis, whereas apoE2 is the least potent isoform, may be one mechanism underlying the differential Alzheimer’s disease risk associated with these apoE variants [15]. Additionally, single-cell transcriptome profiling studies revealed that apoE variants expressed endogenously in cells within the central nervous system also have direct autonomous effects in cell activation and functions that influence Alzheimer’s disease pathology. In particular, apoE3 expressed in microglia and central nervous system-associated macrophages promotes antigen presentation and interferon pathways to reduce amyloid pathology and associated toxicity, whereas apoE4 expression in these cell types downregulates complement and lysosomal pathways to promote stress-related responses [16].

In addition to cells in the central nervous system, apoE is also expressed in hepatocytes, adipocytes, myeloid-lineage immune cells, hormone-producing cells, and vascular smooth muscle cells. ApoE expressed in these cell types also has direct cell autonomous influence as well as indirect influence on cardiometabolic disease risk (reviewed in [17]). ApoE synthesized in the liver is secreted into the plasma circulation in association with lipoproteins where it mediates lipid transport to other tissues and clearance by the liver. Defective apoE expression exemplified in *ApoE^-/-^* mice results in overt hyperlipidemia that leads to robust atherosclerosis [18]. The R158C mutation in apoE2 reduces LDL receptor binding avidity and often leads to dyslipoproteinemia, which increases vascular disease risk [19]. Interestingly, although the C112R mutation in apoE4 has minimal effect on its receptor binding activity, apoE4 binding to cognate apoE receptors does not activate endothelial nitric oxide synthase and impedes endothelial repair after injury to promote vascular disease [20]. In macrophages, apoE synthesized endogenously has autonomous effects on cell functions, including the promotion of cholesterol efflux and limitation of inflammatory responses [21,22]. The importance of macrophage-derived apoE in atherosclerosis protection was demonstrated in bone marrow transplantation experiments in which reconstitution of macrophage apoE expression prevented atherosclerosis in *ApoE^-/-^* mice, and transplantation of bone marrow from *ApoE^-/-^* mice exacerbated atherosclerosis in wild-type mice [23,24]. The role of macrophage apoE in atherosclerosis protection is also isoform-dependent. Whereas apoE3 expressed in macrophages is protective against atherosclerosis, macrophages expressing either apoE2 or apoE4 are not atheroprotective [25]. The inability of macrophage apoE2 and apoE4 to protect against atherosclerosis is due to the autonomous pro-inflammatory properties of these apoE variants [25]. Interestingly, apoE2 and apoE4 promote macrophage inflammation via different mechanisms: whereas apoE2 promotes inflammation due to reduced cholesterol efflux from macrophages, apoE4 exacerbates macrophage inflammation by increasing oxidative stress [25,26].

ApoE is also expressed in smooth muscle cells in the vessel wall. Earlier studies showed that apoE is expressed primarily in quiescent contractile smooth muscle cells but minimally in proliferating smooth muscle cells with a synthetic phenotype [27]. Additional studies revealed that apoE directly influences smooth muscle cell proliferation [28,29], thus suggesting that apoE expression in vascular smooth muscle cells may also influence atherogenesis. However, whether apoE variants have differential autonomous influence on vascular smooth muscle cells in vascular disease protection remains unknown. In the current study, we first compared human *APOE* gene replacement mice, expressing either human *APOE2*, *APOE3*, or *APOE4* in place of the mouse *ApoE* gene at the same locus, for their susceptibility to Western diet-induced atherosclerosis. Aortic cells were also prepared from Western diet-fed human *APOE2*, *APOE3*, and *APOE4* gene replacement mice for single-cell transcriptome profiling to ascertain whether apoE variants differentially modulate immune cell infiltration and smooth muscle cell phenotype subsets in influencing atherosclerosis.

## 2. Results

### 2.1. Human apoE Polymorphism Differentially Impacts Western Diet-Induced Atherosclerosis in Mice

Previous studies have reported that, in comparison to *APOE3* mice, *APOE2* mice displayed increased atherosclerosis and xanthomas while *APOE4* mice also showed a trend toward more atherosclerosis when these animals were fed an atherogenic diet containing very high cholesterol content and sodium cholate [30,31]. In the current study, the *APOE2*, *APOE3*, and *APOE4* mice were fed a Western-type high-fat diet with 0.2% cholesterol that mimics the typical diet consumed by the human population in industrialized society. Although this diet caused only moderate elevation of plasma cholesterol level without noticeable atherosclerotic lesions in the vessel wall of C57BL/6J wild-type mice, plasma cholesterol and triglyceride levels were significantly higher in *APOE2* mice compared to *APOE3* and *APOE4* mice after 12 weeks (Figure 1A). When the animals were sacrificed after 16 weeks on a Western diet, *en face* analysis of the whole aorta revealed a trend toward increased atherosclerosis lesion area in *APOE2* mice compared to *APOE3* and *APOE4* mice, but the difference did not reach statistical significance (Figure 1B). However, analysis of cross-sections of the aortic roots revealed significant increase in lesion size indicative of thicker lesions in *APOE2* mice compared to *APOE3* and *APOE4* mice (Figure 1C). These observations suggest that the human *APOE* gene replacement mice are suitable models to explore the impact of apoE polymorphism on the early phase of Western diet-induced atherogenesis.

### 2.2. ApoE Isoform-Specific Differences in Vascular Gene Expression in Response to Western Diet Feeding

In addition to differences in plasma lipid levels that may influence atherosclerosis susceptibility, we have also reported previously that Western diet-fed *APOE2* mice displayed elevated levels of leukocytes, including monocytes and neutrophils but not lymphocytes, in blood compared to *APOE3* and *APOE4* mice [25]. Thus, the increased atherosclerosis observed in *APOE2* mice may be due to both hyperlipidemia and increased inflammation in these animals. The impact of hyperlipidemia and inflammation on the vasculature was explored initially by examining gene expression in the whole aortas of Western diet-fed *APOE2*, *APOE3*, and *APOE4* mice. Results showed that in comparison to *APOE3* mice, the aortas in *APOE2* mice also displayed elevated levels of *Cd45* expression, suggesting that the higher levels of circulating leukocytes in *APOE2* mice led to their infiltration into the vessel wall (Figure 2A). Interestingly, despite the similarity in leukocyte blood counts between Western diet-fed *APOE3* and *APOE4* mice [25], the aortas of *APOE4* mice also showed higher expression levels of *Cd45* compared to both *APOE2* and *APOE3* mice (Figure 2A), suggesting that the aortas of Western diet-fed *APOE4* mice were also inflamed. Additional analysis revealed increased expression of *Cd68*, *Ly6c*, and *Emr1* (also known as F4/80) genes indicative of elevated presence of inflammatory monocytes and macrophages in the aortas of *APOE2* and *APOE4* mice compared to *APOE3* mice (Figure 2B–D). The increase in leukocyte infiltration into the vessel wall was likely due to higher expression levels of *Pecam1* and *Vcam1*, two endothelial cell surface proteins that mediate monocyte adhesion and migration [32], in the aortas of *APOE2* mice as well as elevated expression of *Pecam1* in *APOE4* mice (Figure 2E,F). These data indicated that the aortas of both Western diet-fed *APOE2* and *APOE4* mice were highly inflamed in comparison to *APOE3* mouse aortas. In addition to differences in expression of inflammatory genes in the aortas of Western diet-fed *APOE2*, *APOE3*, and *APOE4* mice, expression of smooth muscle-specific genes was also found to be different between these animals. In particular, whereas expression levels of the smooth muscle cytoskeleton protein gene *Acta2* (also known as smooth muscle α-actin) were comparable among all three groups of mice, expression levels of the smooth muscle contractile protein myosin heavy chain 11 (*Myh11*) were reduced in *APOE2* and *APOE4* mice (Figure 2G,H), coinciding with their increase in leukocyte adhesion gene expression. In contrast, expression levels of another contractile protein, transgelin (*Tgln*, also known as SM22α), were found to be elevated in *APOE4* mice compared to *APOE2* and *APOE3* mice (Figure 2I). Taken together, we interpret these data to indicate apoE isoform-specific influence on vascular inflammation as well as the modulation of vascular cell phenotype in response to Western diet feeding.

### 2.3. ApoE Isoform-Dependent Differences in Cell Composition in the Aorta of Western Diet-Fed Mice

The influence of the various apoE isoforms on vascular cell composition and atherosclerosis development was examined in more detail by generating single-cell RNA-seq data from the aortas of male *APOE2*, *APOE3*, and *APOE4* mice after feeding them the Western diet for 16 weeks. 

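The aortas were pooled by genotype, from 6 mice with APOE2, 5 with APOE3 and 7 with APOE4, and each pool gave 1 droplet-based library in which a barcode marks the droplet and a unique molecular identifier (UMI) marks each captured transcript. The mice had been on the diet, with 42% of calories from fat and 0.2% cholesterol, from 12 weeks of age. The authors aligned the reads to mm10 (GRCm38) with Cell Ranger and deposited, for each library, the raw UMI count of 32285 genes in every barcode called as a cell, without normalization. For 32158 of these Ensembl gene identifiers, the GENCODE vM21 annotation of GRCm38 gave the chromosome, start and end reported here. After the filter on genes and mitochondrial transcripts, the cells held 168310501 UMIs in the APOE2 library, 125105151 in the APOE3 library and 124926887 in the APOE4 library, and these UMI totals, not the read pairs stated in the methods, are the depth behind the values. There was no replicate library of any genotype and the barcodes do not show the mouse of origin, so no difference was tested and the cells were not treated as replicates. The level of a gene in a cell class is its UMIs summed over the cells of that class in 1 library per 1000000 UMIs of those cells (CPM), with an exact Poisson 95% interval. A difference between libraries is the log2 ratio of the CPM values, or of the shares of cells, with an exact conditional binomial 95% interval, and a share of cells has an exact Clopper-Pearson 95% interval. All these intervals cover counting error only, not the variation between mice, cell pools or library preparations. Those of CPM values and their ratios also leave out the variation between the cells of a class. Cells were clustered again from the counts with Seurat 5.3.0 after the study's methods (sctransform, canonical correlation integration and Louvain clustering). The recomputed clusters are written R0 to R25 to keep them apart from the study's cluster numbers, to which they have no fixed correspondence. A cluster was given a name ending in -like only from 19 lists of cell type markers fixed before the data were examined, and differences from the study's shares can come from these rebuilt names.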

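The deposited counts cover 28506 barcodes, and 26757 cells passed the limits on detected genes and mitochondrial UMIs, 11772 from APOE2, 6737 from APOE3 and 8248 from APOE4. The median cell held 12047 UMIs in APOE2 (quartiles 6743 and 17902), 17618 in APOE3 (11162 and 23618) and 13522 in APOE4 (8828 and 19107).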

A total of 10,500 cells from *APOE2* mice, 6264 cells from *APOE3* mice, and 7680 cells from APOE4 mice were analyzed. 

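Louvain clustering at resolution 0.8 over 30 principal components of the integrated libraries gave 26 clusters, against 18 at resolution 0.4, 36 at resolution 1.6 and 25 when the libraries were merged without integration. Markers named 13 of the clusters R0 to R25, and the other 13 remained unnamed. The 4 clusters named smooth muscle-like held 26.1% (95% interval 25.3 to 26.9) in APOE2, 32.7% (31.6 to 33.9) in APOE3 and 40.9% (39.9 to 42.0) in APOE4. The 12 unnamed clusters that kept the smooth muscle markers but were led by genes of other kinds, or had few UMIs, held 54.6% (53.7 to 55.5) in APOE2, 52.1% (50.9 to 53.3) in APOE3 and 37.6% (36.5 to 38.6) in APOE4. Of the unnamed clusters, 5 had a median UMI count under that of their libraries divided by 3 and together held 15.7% (15.0 to 16.4) in APOE2, 14.1% (13.2 to 14.9) in APOE3 and 10.7% (10.1 to 11.4) in APOE4. Stress and immediate early genes (Dnajb1, Atf3, Socs3, Hspa1a, Junb) led R0, which was named smooth muscle-like. R25 held 28 cells, all from APOE2, with a median of 137793.5 UMIs, and 167 of the 182 cells of R20 came from the same library, so these clusters cannot be told apart from that library. Erythroid-like cells (R23) were 0.561% (0.434 to 0.713) in APOE2, 0.0742% (0.0241 to 0.173) in APOE3 and 0.339% (0.226 to 0.490) in APOE4. These shares leave out R19, an unnamed cluster that kept smooth muscle markers but was led by erythroid markers (Alas2, Hba-a2, Hba-a1). Of the 251 cells of R19, 179 came from APOE3, so the erythroid-like shares do not rank the libraries by erythroid transcripts.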

Unbiased cluster analysis revealed 25 clusters of cells. The cell clusters were further classified based on expression of canonical cell type-specific genes, such as *Ptprc/Cd45* as marker for immune cells, including the *Lyz2*-expressing macrophages and macrophage-like cells, *Cd3e*-expressing T lymphocytes, and *Cd19*-expressing B lymphocytes, as well as *Myh11* as a marker for smooth muscle cells, *Pdgfra* for fibroblasts, *Cdh5* for endothelial cells, and *Wif1^hi^* for pericytes or pericyte-like cells (Figure 3A). These cluster analyses identified one B lymphocyte cluster, a T lymphocyte cluster, and two clusters of cells expressing *Lyz2*, *Cd68*, and *Adgre1/Emr1* (F4/80) genes that are typical in macrophages. One of these macrophage clusters, cluster 22, also expressed smooth muscle cell marker genes such as *Acta2*, *Tagln*, and *Myh11*, which are likely smooth muscle cell-derived macrophage-like cells. In addition to these immune cell clusters, we also identified one endothelial cell cluster based on expression of *Cdh5* and *Tie1* genes, three clusters of cells that can be identified as fibroblasts with high expression of *Pdgfra* and *Dcn*, as well as three clusters of pericytes or pericyte-like cells with high expression of *Wif1*. 

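Ptprc (ENSMUSG00000026395) lies on chromosome 1 from 138062861 to 138175708, Lyz2 (ENSMUSG00000069516) on chromosome 10 from 117277331 to 117282321 and Cd3e (ENSMUSG00000032093) on chromosome 9 from 44998740 to 45009627. Myh11 (ENSMUSG00000018830) lies on chromosome 16 from 14194535 to 14291372, Pdgfra (ENSMUSG00000029231) on chromosome 5 from 75152292 to 75198215 and Cdh5 (ENSMUSG00000031871) on chromosome 8 from 104101625 to 104144511. Wif1 (ENSMUSG00000020218) lies on chromosome 10 from 121033960 to 121100650. These genes were among the markers that named the recomputed clusters, so their levels describe the naming and are not a result. Ptprc was at 312 CPM in R11 (macrophage-like), 646 CPM in R17 (T lymphocyte-like), 377 CPM in R18 (B lymphocyte-like) and 1003 CPM in R24 (neutrophil-like), over the 3 libraries together. Lyz2 reached 8481 CPM in R11 and 3299 CPM in R24, Cd3e 272 CPM in R17 and Cdh5 314 CPM in R21 (endothelial-like). Pdgfra stood at 326, 247 and 188 CPM in the fibroblast-like clusters R5, R8 and R16.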

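Cd68 (ENSMUSG00000018774) lies on chromosome 11 from 69664213 to 69666153 and Adgre1 (ENSMUSG00000004730) on chromosome 17 from 57358691 to 57483527. The recomputed clusters held 1 macrophage-like cluster, R11, with 402 cells of APOE2, 127 of APOE3 and 175 of APOE4. These cells carried 4362356 UMIs in APOE2, 1201973 in APOE3 and 1525447 in APOE4. Cd68 was at 461 CPM and Adgre1 at 381 CPM in R11 over the 3 libraries. A separate cluster with both macrophage and smooth muscle markers appeared only at the higher Louvain resolution of 1.6, where it held 152 cells. Its median UMI count was 1083 in APOE2, 1113 in APOE3 and 1118 in APOE4, far under the medians of the libraries, and it remained unnamed.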

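Acta2 (ENSMUSG00000035783) lies on chromosome 19 from 34241090 to 34255590 and Tagln (ENSMUSG00000032085) on chromosome 9 from 45929619 to 45936058. In the cluster of macrophage and smooth muscle markers at resolution 1.6, Acta2 was at 12962 CPM (95% interval 12486 to 13451) in APOE2, 13351 CPM (12567 to 14173) in APOE3 and 14752 CPM (14172 to 15350.3) in APOE4. Tagln was at 8111 CPM (7736 to 8499.5) in APOE2, 6533 CPM (5988 to 7115) in APOE3 and 8537 CPM (8097 to 8995) in APOE4. Myh11 was at 1249 CPM (1104 to 1407) in APOE2, 1881 CPM (1594 to 2205) in APOE3 and 1164 CPM (1005 to 1341) in APOE4. These transcripts were unevenly spread over the cells, since 15 of the 152 cells held at least 100 UMIs each on 10 smooth muscle markers, and the highest Scrublet scores, which cells with both kinds of transcript can have whether or not they are doublets, fell on 86.7% of these 15 cells (59.5 to 98.3) against 2.19% of the other 137 (0.454 to 6.27).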

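Tie1 (ENSMUSG00000033191) lies on chromosome 4 from 118471191 to 118490061 and Dcn (ENSMUSG00000019929) on chromosome 10 from 97479609 to 97518143. R21 was endothelial-like, with Tie1 at 148 CPM over the 3 libraries, and R5, R8 and R16 were fibroblast-like, with Dcn at 15829, 12303 and 9338 CPM. R16 had a low UMI count and 18.1% of its cells were among those with the highest Scrublet scores. A cluster was to be called Wif1-high when its Wif1 CPM was at least 3 times the median of the smooth muscle-like clusters. Over the 3 libraries together, that median was 96.4 CPM and the highest cluster stood at 131 CPM, so no cluster reached 3 times or 2 times the median. Within APOE3 alone, R16 stood at 208 CPM (95% interval 178 to 241), over 2 times and under 3 times this median. At resolution 0.4, at resolution 1.6 and in the merged libraries the highest clusters over the 3 libraries stood at 144, 160.2 and 141 CPM, also under the threshold.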

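Of the recomputed clusters, 16 kept at least 8 of 10 smooth muscle markers at 50% or more of their level in all cells. Across these 16 clusters, over the 3 libraries together, Acta2 ranged from 12686 CPM in R10 to 33722 CPM in R1. Tagln ranged from 7025 CPM in R10 to 19512 CPM in R1 and Myh11 from 1174 CPM in R9 to 4720.4 CPM in R10. In the fibroblast-like R5, the 3 genes stood at 2513, 1597 and 226 CPM. The 16 clusters held 9501 cells of APOE2, 5715 of APOE3 and 6475 of APOE4.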

All other gene clusters displayed high expression levels of *Acta2*, *Tagln*, and *Myh11* and were thus classified as various smooth muscle subsets or transitional smooth muscle cells from fibroblasts, pericytes, or endothelial cells (Figure 3B).

The proportions of cells within each cluster differed according to the *APOE* genotype. 

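The clusters that kept smooth muscle markers made up 80.7% (95% interval 80.0 to 81.4) of the cells in APOE2, 84.8% (84.0 to 85.7) of the cells in APOE3 and 78.5% (77.6 to 79.4) of the cells in APOE4. Their share had a log2 ratio to APOE3 of −0.072 (−0.12 to −0.024) for APOE2 and −0.11 (−0.16 to −0.060) for APOE4. Among all the class shares, the T lymphocyte-like cells depended most on how the classes were made, with a log2 ratio of APOE4 to APOE3 of 1.00 (0.49 to 1.54) in the main clustering and 2.36 (1.47 to 3.37) when each cell was classed by its own markers. Shares were compared between the libraries for named classes, of which the macrophage-like, T lymphocyte-like, B lymphocyte-like, endothelial-like and neutrophil-like classes were 1 cluster each. Sizes of the clusters within a larger class, or of those without a name, are not compared, because genes that lead such clusters differed between the libraries (Fmod led R5 and Ly6a was among the leading genes of R16).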

Consistent with the global gene expression data that showed increased *Cd45* expression in the aortas of *APOE2* and *APOE4* mice compared to *APOE3* mice, the scRNA-seq data also revealed more immune cells in the aortas of both *APOE2* and *APOE4* mice compared to *APOE3* mice (Figure 3C). Specifically, both APOE2 and *APOE4* mice displayed an increased number of *Cd3e^+^* T lymphocytes in their aortas compared to *APOE3* mice. However, more *Lyz2^+^* macrophages were present in the *APOE2* mouse aorta, whereas the *APOE4* mouse aorta displayed more *Cd19^+^* B lymphocytes (Figure 3D). 

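Macrophage-, T lymphocyte-, B lymphocyte- and neutrophil-like cells together made up 5.81% (95% interval 5.39 to 6.25) of the cells in APOE2, 2.85% (2.47 to 3.28) of the cells in APOE3 and 6.75% (6.22 to 7.32) of the cells in APOE4. The log2 ratio of this share to APOE3 was 1.03 (0.79 to 1.27) for APOE2 and 1.24 (1.01 to 1.49) for APOE4, both larger than the counting error. Over all cells of a library, Ptprc was at 15.1 CPM (14.6 to 15.7) in APOE2, 4.79 CPM (4.41 to 5.19) in APOE3 and 14.3 CPM (13.6 to 15.0) in APOE4. Ptprc thus had a log2 ratio to APOE3 of 1.66 (1.53 to 1.79) for APOE2 and 1.58 (1.44 to 1.71) for APOE4.

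**Figure D1:**
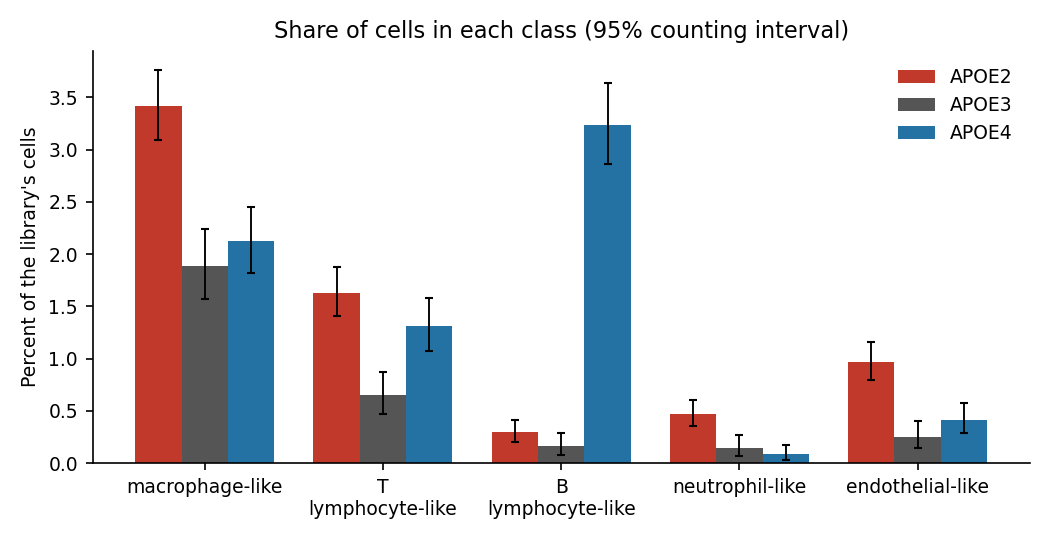
Percent of each library's cells in 5 cell classes, as bars for APOE2, APOE3 and APOE4 with exact 95% binomial intervals, which cover counting error only. APOE3 has the lowest bar for the macrophage-, T lymphocyte-, B lymphocyte- and endothelial-like cells, and APOE4 the lowest for the neutrophil-like cells.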

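T lymphocyte-like cells (R17) made up 1.63% (95% interval 1.41 to 1.88) of the cells in APOE2, 0.653% (0.475 to 0.876) of the cells in APOE3 and 1.31% (1.08 to 1.58) of the cells in APOE4. Their share in APOE2 had a log2 ratio to APOE3 of 1.32 (0.84 to 1.83). The 44 APOE3 cells on which both ratios rest were the fewest of the 3 libraries. Cd3e over all cells of a library was at 1.90 CPM (1.70 to 2.12) in APOE2, 0.512 CPM (0.394 to 0.653) in APOE3 and 2.45 CPM (2.18 to 2.74) in APOE4. Thymocyte-gene cells, with at least 2 UMIs of Dntt, Rag1 and Arpp21 together, were 34 of the 192 T lymphocyte-like cells of APOE2, 5 of 44 of APOE3 and 29 of 108 of APOE4.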

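Macrophage-like cells (R11) made up 3.41% (95% interval 3.09 to 3.76) of the cells in APOE2, 1.89% (1.57 to 2.24) of the cells in APOE3 and 2.12% (1.82 to 2.46) of the cells in APOE4. The log2 ratio to APOE3 was 0.86 (0.57 to 1.16) for APOE2 and 0.17 (−0.17 to 0.51) for APOE4. At Louvain resolution 1.6 the ratio of APOE4 to APOE3 changed direction to −0.24 (−0.59 to 0.11), and its interval included 0 in both clusterings. B lymphocyte-like cells (R18) made up 0.297% (0.207 to 0.413) of the cells in APOE2, 0.163% (0.0815 to 0.292) of the cells in APOE3 and 3.24% (2.87 to 3.64) of the cells in APOE4. The B lymphocyte-like share of APOE4 had a log2 ratio of 4.31 (3.45 to 5.33) to APOE3 and 3.44 (2.93 to 4.00) to APOE2, and that of APOE2 had a log2 ratio of 0.86 (−0.15 to 1.99) to APOE3. In the T lymphocyte-like cells of the same libraries, 3 naive lymphocyte genes (Ccr7, Lef1 and Tcf7) had a median log2 ratio of APOE4 to APOE2 of 1.06.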

Within the non-immune vascular cell population, a higher percentage of Wif1^Hi^ pericytes was present in *APOE3* mouse aorta, but the *APOE2* mice contained a higher percentage of *Cdh5^+^* endothelial cells compared to *APOE3* and *APOE4* mice (Figure 3E).

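No recomputed cluster was Wif1-high. Counted by cell instead, with at least 2 Wif1 UMIs after thinning to 1000 UMIs, Wif1-high cells were 0.529% (95% interval 0.404 to 0.681) of 11339 cells in APOE2, 1.18% (0.934 to 1.47) of 6608 in APOE3 and 0.646% (0.483 to 0.846) of 8048 in APOE4. Wif1 over all cells was at 75.7 CPM in APOE2, 101 CPM in APOE3 and 71.3 CPM in APOE4. At these levels some cells reach 2 UMIs by counting error alone, so the Wif1-high cells need not be a distinct population. Endothelial-like cells (R21) made up 0.968% (0.799 to 1.16) of the cells in APOE2, 0.252% (0.147 to 0.404) of the cells in APOE3 and 0.412% (0.286 to 0.576) of the cells in APOE4. Their share in APOE2 had a log2 ratio of 1.94 (1.20 to 2.77) to APOE3 and 1.23 (0.67 to 1.83) to APOE4. Over all cells, the log2 ratio of Cdh5 was 3.16 (2.72 to 3.63) for APOE2 to APOE3. It was −2.56 (−2.95 to −2.20) for APOE4 to APOE2. Both differences were larger than those of the share. The unnamed R25, all from APOE2, had the endothelial markers Emcn and Egfl7 among its leading genes and is not part of the share. Its Cdh5 was at 5.58 CPM, against 314 CPM in R21. Most Cdh5 UMIs were in R21, with 386 of 542 in APOE2 and 40 of 45 in APOE3. Gpihbp1, one of the leading genes of R21, itself differed between the libraries. When each cell was classed by markers that did not include Gpihbp1, the log2 ratio of APOE2 to APOE3 was 2.29 (1.34 to 3.40).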

### 2.4. Macrophage Repertoire Differences in the Aortas of Western Diet-Fed APOE Gene Replacement Mice

Two clusters of cells, clusters 13 and 22, displaying high *Lyz2* and *Cd68* expression, were classified as macrophages or macrophage-like cells (Figure 3A). Cells in cluster 13 also showed higher expression of *Adgre1* (also known as *EMR1* or F4/80) but relatively low expression of smooth muscle cell-specific genes *Myh11*, *Acta2*, and *Tagln* (Figure 3A and Figure 4A). Therefore, cells in this cluster were likely classical macrophages derived from monocytes infiltrated into the aortas in response to Western diet feeding. In contrast, cells in cluster 22 showed very low *Adgre1* expression but displayed high expression levels of smooth muscle marker genes such as *Acta2* and *Tagln* (Figure 3A and Figure 4A). These characteristics are similar to those described for smooth muscle-derived macrophage-like foam cells in atherosclerotic lesions [33]. 

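In the macrophage-like cells, Adgre1 was at 352 CPM (95% interval 335 to 370.2) in APOE2, 383 CPM (349 to 419) in APOE3 and 462 CPM (428 to 497) in APOE4. Myh11 was at 359 CPM (341 to 377) in APOE2, 473 CPM (434 to 513) in APOE3 and 589 CPM (551 to 628) in APOE4. Acta2 was at 2974 CPM (2923 to 3025) in APOE2, 7211 CPM (7059.6 to 7364) in APOE3 and 4782 CPM (4672 to 4893) in APOE4 and Tagln at 1987 CPM (1946 to 2029.5) in APOE2, 4012 CPM (3899 to 4127) in APOE3 and 2780.2 CPM (2697 to 2865) in APOE4. The smooth muscle transcripts were concentrated in a few cells: 73 of the 704 macrophage-like cells had at least 100 UMIs on 10 smooth muscle markers and held 94.3% of them. The highest Scrublet scores fell on 69.9% (58.0 to 80.1) of these cells and 1.90% (0.986 to 3.30) of the other macrophage-like cells.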

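In the cluster of macrophage and smooth muscle markers at resolution 1.6, Adgre1 was at 134 CPM (95% interval 89.8 to 193) in APOE2, 198 CPM (113 to 322) in APOE3 and 121 CPM (74.1 to 187) in APOE4. These values rest on 29, 16 and 20 UMIs. Lyz2 was at 7033 CPM (6684 to 7396) in APOE2, 5445 CPM (4948 to 5978) in APOE3 and 4299 CPM (3988 to 4627) in APOE4, against 9486 CPM (9395 to 9578) in APOE2, 7460.2 CPM (7307 to 7616) in APOE3 and 6409 CPM (6283 to 6538) in APOE4 in the macrophage-like cells of R11. Both clusters come from the same cells at different resolutions and can share cells. Under 2000 UMIs, the cluster at resolution 1.6 held 113 droplets and R11 held 116. The 15 cells of the former with at least 100 smooth muscle UMIs had a median of 14709 UMIs, against 1050 in its other 137. A few deep cells thus weigh heavily in its CPM values.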

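Cd200 (ENSMUSG00000022661) lies on chromosome 16 from 45382135 to 45409053, Cd36 (ENSMUSG00000002944) on chromosome 5 from 17781690 to 17888801 and Abca1 (ENSMUSG00000015243) on chromosome 4 from 53030787 to 53159895. Plin2 (ENSMUSG00000028494) lies on chromosome 4 from 86648386 to 86670060 and Nceh1 (ENSMUSG00000027698) on chromosome 3 from 27182965 to 27284608. At resolution 1.6, the cluster with macrophage and smooth muscle markers had Cd200 at 277 CPM (95% interval 212 to 357) in APOE2, 309 CPM (200.2 to 457) in APOE3 and 376 CPM (288 to 482) in APOE4. The macrophage-like cells of R11 had Cd200 at 86.4 CPM (77.9 to 95.6) in APOE2, 157 CPM (136 to 181) in APOE3 and 135 CPM (117 to 155) in APOE4. Plin2 in the former cluster was at 249.7 CPM (188 to 326) in APOE2, 99.0 CPM (42.7 to 195) in APOE3 and 72.8 CPM (37.6 to 127) in APOE4. For Cd36 and Abca1 it held between 6 and 19 UMIs per library, with Cd36 at 78.6 CPM (45.8 to 126) in APOE2, 99.0 CPM (42.7 to 195) in APOE3 and 36.4 CPM (13.4 to 79.2) in APOE4 and Abca1 at 87.9 CPM (52.9 to 137) in APOE2, 86.6 CPM (34.8 to 178) in APOE3 and 48.5 CPM (20.9 to 95.6) in APOE4. Nceh1 gave 3 UMIs in APOE2, 2 in APOE3 and 2 in APOE4. In R11, Abca1 was at 320.0 CPM (303 to 337) in APOE2, 209 CPM (184 to 236) in APOE3 and 191 CPM (169 to 214) in APOE4 and Nceh1 at 83.0 CPM (74.7 to 92.0) in APOE2, 46.6 CPM (35.2 to 60.5) in APOE3 and 57.0 CPM (45.7 to 70.3) in APOE4. The limits given above for Lyz2, possible shared cells and the weight of a few deep ones, also hold for these values.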

The identification of cluster 22 cells as smooth muscle-derived macrophage-like foam cells was further supported by expression of *Cd200* (Figure 4A), a cell surface lineage marker of vascular smooth muscle cells [34], as well as their relatively low expression of genes responsible for lipid and cholesterol droplet turnover such as *Cd36*, *Abca1*, *Plin2*, and *Nceh1* compared to macrophages in cluster 13 (Figure 4A). Therefore, cells in cluster 22 were likely smooth muscle-derived macrophage-like foam cells in response to the Western diet. 

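Smooth muscle transcripts were also found in other cell classes in droplets of this low depth. Among the droplets with fewer than 2000 UMIs, 0.389% (95% interval 0.353 to 0.427) of the UMIs in the cluster of macrophage and smooth muscle markers were on 10 smooth muscle markers. The same markers took 0.276% (0.239 to 0.317) of UMIs in T lymphocyte-like, 0.284% (0.203 to 0.387) in neutrophil-like and 0.382% (0.320 to 0.452) in endothelial-like droplets of the same depth. In the B lymphocyte-like droplets, they took 0.0892% (0.0552 to 0.136).

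**Figure D2:**
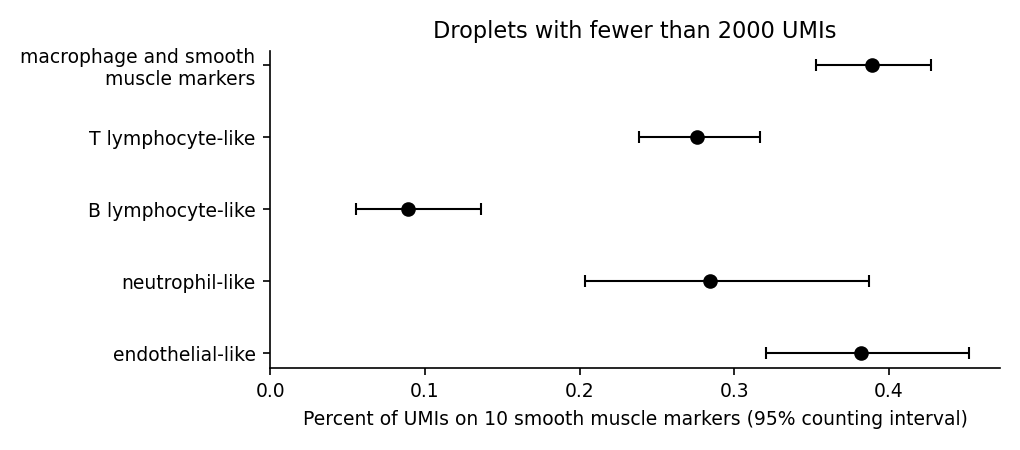
Percent of UMIs on 10 smooth muscle markers in droplets with fewer than 2000 UMIs, for the cluster of macrophage and smooth muscle markers and for 4 other cell classes, with exact 95% binomial intervals that cover counting error only. The cluster of macrophage and smooth muscle markers and the endothelial-like droplets have overlapping intervals.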

Hallmark and Kegg Pathway analyses revealed high expression of inflammatory genes in cells within both clusters, including the enrichment of genes responsible for KRAS activation, cytokine–cytokine receptor interaction, cell adhesion molecules, complement and coagulation activation cascades, and mitogen-activated protein (MAP) signaling (Figure 4B,C). Both cluster 13 and cluster 22 cells were also enriched with genes responsible for oxidative phosphorylation (Figure 4B,C), suggesting the presence of alternatively activated or anti-inflammatory macrophages. However, the enrichment of oxidative phosphorylation genes may also reflect high lipid handling activity of pro-inflammatory macrophages in response to Western diet feeding [35,36].

The scRNA-seq data from clusters 13 and 22 macrophage-like cells were further analyzed based on APOE genotype of the samples. 

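Tlr4 (ENSMUSG00000039005) lies on chromosome 4 from 66827584 to 66930284 and Socs3 (ENSMUSG00000053113) on chromosome 11 from 117966079 to 117970047. Tlr4 was at 47.0 CPM (95% interval 40.8 to 53.9) in APOE2, 34.9 CPM (25.2 to 47.2) in APOE3 and 47.2 CPM (36.9 to 59.4) in APOE4 in the macrophage-like cells of R11. Socs3 in these cells was at 187 CPM (175 to 201) in APOE2, 72.4 CPM (58.0 to 89.3) in APOE3 and 172 CPM (152 to 195) in APOE4.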

Consistent with pathway analysis of the data revealing enrichment of inflammatory response genes in cluster 13 cells, the pro-inflammatory genes such as *Tlr4* and *Socs3* were highly expressed in cluster 13 cells from Western diet-fed *APOE2*, *APOE3*, and *APOE4* mice (Figure 4D). However, these genes were expressed at higher levels in *APOE2* and *APOE4* mice compared to that in *APOE3* mice (Figure 4D). 

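Against APOE3, Socs3 had a log2 ratio of 1.37 (95% interval 1.05 to 1.71) for APOE2 and 1.25 (0.90 to 1.62) for APOE4 in the macrophage-like cells. The ratio of Tlr4 was 0.43 (−0.057 to 0.94) for APOE2 and 0.43 (−0.13 to 1.02) for APOE4, so that both intervals for Tlr4 included 0. In the same cells, 20 immediate early and dissociation genes as a set did not rise, with a median log2 ratio of −0.42 for APOE2 and −0.22 for APOE4.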

Expression levels of the endoplasmic reticulum-stress marker *Atf4* and the oxidative stress-marker *Cyba* were also higher in *APOE2* and *APOE4* cells compared to *APOE3* cells, whereas expression levels of anti-inflammatory and anti-oxidative stress-related *Cd163* and *Hmox1* were higher in cluster 13 cells from *APOE3* mice compared to *APOE2* and *APOE4* mice (Figure 4D). 

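Atf4 (ENSMUSG00000042406) lies on chromosome 15 from 80255184 to 80257541, Cyba (ENSMUSG00000006519) on chromosome 8 from 122424776 to 122432930 and Cd163 (ENSMUSG00000008845) on chromosome 6 from 124304656 to 124330527. Hmox1 (ENSMUSG00000005413) lies on chromosome 8 from 75093621 to 75100589. Atf4 was at 146 CPM (95% interval 134 to 157) in APOE2, 131 CPM (112 to 154) in APOE3 and 176 CPM (156 to 199) in APOE4, with a log2 ratio to APOE3 of 0.15 (−0.11 to 0.41) for APOE2 and 0.42 (0.14 to 0.72) for APOE4. Cyba was at 1147 CPM (1116 to 1179.6) in APOE2, 652 CPM (607 to 699.6) in APOE3 and 708 CPM (666 to 752) in APOE4, a log2 ratio of 0.81 (0.71 to 0.93) for APOE2 and 0.12 (−0.016 to 0.25) for APOE4. The intervals of Atf4 in APOE2 and of Cyba in APOE4 included 0. Cd163 was at 224 CPM (210.1 to 238) in APOE2, 298 CPM (268 to 330.4) in APOE3 and 208 CPM (186 to 232) in APOE4, and its log2 ratio was −0.41 (−0.59 to −0.23) for APOE2 and −0.52 (−0.74 to −0.30) for APOE4. Hmox1 was at 414 CPM (396 to 434) in APOE2, 689.7 CPM (644 to 738) in APOE3 and 521 CPM (486 to 559) in APOE4, and its log2 ratio was −0.73 (−0.85 to −0.61) for APOE2 and −0.40 (−0.55 to −0.26) for APOE4.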

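Cd36 in the macrophage-like cells was at 264 CPM (95% interval 249 to 279) in APOE2, 285 CPM (255 to 316) in APOE3 and 232 CPM (209 to 258) in APOE4. The log2 ratio of Cd36 to APOE3 was −0.11 (−0.29 to 0.068) for APOE2 and −0.29 (−0.51 to −0.075) for APOE4, and the interval for APOE2 included 0. Plin2 was at 823 CPM (796 to 851) in APOE2, 512 CPM (473 to 555) in APOE3 and 302 CPM (275 to 330.4) in APOE4. The log2 ratio of Plin2 to APOE3 was 0.68 (0.56 to 0.81) for APOE2 and −0.77 (−0.94 to −0.59) for APOE4.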

Although cluster 13 cells in both *APOE2* and *APOE4* mice exhibited characteristics of endoplasmic and oxidative stress, expression levels of the lipid metabolism genes such as *Cd36* and *Plin2* were higher in cluster 13 cells from *APOE2* mice but lower in *APOE4* mice compared to *APOE3* mice (Figure 4D). The difference in *Plin2* expression between *APOE2* and *APOE4* mice suggested that the endoplasmic- and oxidative stress in cluster 13 cells of *APOE2* mice was most likely due to increased lipid accumulation, whereas the stress in *APOE4* cluster 13 cells was independent of lipid storage but a direct effect of apoE4 on endoplasmic reticulum and oxidative stress [26]. This conclusion was further supported by the observation of high expression of the foam cell-promoting lipid receptor *Trem2* [37] in *APOE2* but not *APOE3* or *APOE4* cluster 13 cells (Figure 4D). It is of note that high *Trem2* expression is generally associated with anti-inflammatory response and oxidative phosphorylation [38]. Thus, the elevated oxidative phosphorylation pathway identified in cluster 13 cells may be related to *Trem2*-expressing cells. However, increased lipid-induced *Trem2* expression has also been shown to activate macrophage signaling pathways that enhance foam cell formation, pro-inflammatory cytokine production, and atherosclerosis progression [39,40]. Thus, the abundance of cluster 13 cells in *APOE2* mice may be responsible at least in part to the atherosclerosis observed in these animals.

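Between APOE4 and APOE2, Plin2 had a log2 ratio of −1.45 (95% interval −1.59 to −1.31) in the macrophage-like cells. For the cholesterol transporter gene Abca1 the log2 ratio to APOE3 was 0.62 (0.42 to 0.82) for APOE2 and −0.13 (−0.38 to 0.12) for APOE4, and for Nceh1 it was 0.83 (0.42 to 1.27) for APOE2 and 0.29 (−0.21 to 0.80) for APOE4.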

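Trem2 (ENSMUSG00000023992) lies on chromosome 17 from 48346401 to 48354147. Trem2 was at 423 CPM (95% interval 404 to 443) in APOE2, 248 CPM (221 to 278) in APOE3 and 171 CPM (151 to 193) in APOE4 in the macrophage-like cells, a log2 ratio to APOE3 of 0.77 (0.59 to 0.95) for APOE2 and −0.54 (−0.78 to −0.29) for APOE4. After thinning each cell to 1000 UMIs, Trem2 had a UMI in 24.9% (20.6 to 29.6) of 374 cells in APOE2, 19.6% (12.7 to 28.2) of 112 cells in APOE3 and 15.2% (9.91 to 22.0) of 151 cells in APOE4. Without thinning, the shares with a Trem2 UMI were 64.7%, 64.6% and 47.4%, and in the smooth muscle-like cells, as background, 0.228%, 0.136% and 0.0296%. The thinned values leave out 28, 15 and 24 shallower cells. The median depth was 8552, 8193 and 7223 UMIs in the macrophage-like cells of APOE2, APOE3 and APOE4, against 15074, 21447 and 15953 in the smooth muscle-like cells.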

In contrast to cluster 13 cells, *Tlr4*, *Socs3*, *Cd163*, and *Hmox1* levels were minimally detected in cluster 22 macrophage-like cells regardless of the *APOE* genotype (Figure 4D). 

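In the cluster of macrophage and smooth muscle markers at resolution 1.6, whose droplets were shallow, Tlr4 gave 1 UMI in APOE2, 2 in APOE3 and 0 in APOE4. Socs3 gave 9, 0 and 24 UMIs, which is 41.6 CPM in APOE2, 0 UMIs, which allows up to 37.1 CPM, in APOE3 and 146 CPM in APOE4. Cd163 was at 129 CPM (95% interval 86.0 to 187) in APOE2, 99.0 CPM (42.7 to 195) in APOE3 and 24.3 CPM (6.61 to 62.1) in APOE4 and Hmox1 at 92.5 CPM (56.5 to 143) in APOE2, 74.2 CPM (27.2 to 162) in APOE3 and 42.4 CPM (17.1 to 87.5) in APOE4. The whole cluster held 216253 UMIs in APOE2, 80815 in APOE3 and 164924 in APOE4.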

The nearly absent expression of these classical macrophage inflammatory marker genes further distinguished cluster 22 cells from classical macrophages, which supported their identification as *Cd200*-expressing smooth muscle cell-derived macrophage-like foam cells. Analysis of the data revealed a higher number of cluster 22 cells in the aortas of *APOE2* mice compared to those from *APOE3* and *APOE4* mice, thus indicating increased proliferation and/or differentiation of smooth muscle cells to foamy macrophage-like cells after lipid accumulation (Figure 3C). 

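The cluster of macrophage and smooth muscle markers at resolution 1.6 held 65 cells of APOE2, 33 of APOE3 and 54 of APOE4. As a share of each library this was 0.552% (95% interval 0.426 to 0.703) in APOE2, 0.490% (0.337 to 0.687) in APOE3 and 0.655% (0.492 to 0.853) in APOE4, with overlapping intervals. Of these cells, 8 of APOE2, 2 of APOE3 and 5 of APOE4 had at least 100 UMIs on smooth muscle markers, the part in which most cells were among those with the highest Scrublet scores.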

Taken together, these results indicate that the *APOE* genotype has distinct influence on aortic macrophage inflammation, with *APOE2* and *APOE4* increasing polarization of the classical macrophages toward the M1 pro-inflammatory phenotype while reducing M2 anti-inflammatory polarization compared to *APOE3*. Moreover, these analyses also revealed that inflammation in macrophage-like cells derived from smooth muscle cells proceeded via mechanism independent of classical M1 and M2 polarization pathways.

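Between APOE4 and APOE2, Socs3 had a log2 ratio of −0.12 (95% interval −0.33 to 0.083) and Cd163 one of −0.11 (−0.30 to 0.076) in the macrophage-like cells, while Cyba had one of −0.70 (−0.79 to −0.60) and Hmox1 one of 0.33 (0.21 to 0.45). From the higher Tlr4, Socs3, Atf4 and Cyba and the lower Cd163 and Hmox1 in APOE2 and APOE4, the paper concludes that both isoforms shift aortic macrophages toward the M1 state.

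**Figure D3:**
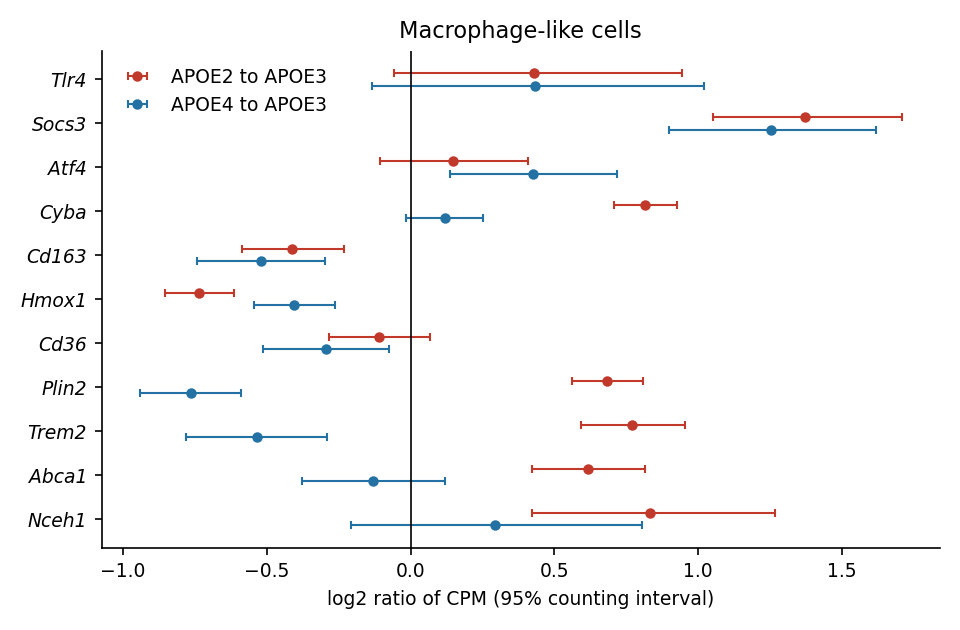
Log2 ratio of CPM to APOE3 for 11 genes in macrophage-like cells, as points for APOE2 (red) and APOE4 (blue) with 95% intervals that cover counting error only. Plin2 and Trem2 lie above 0 in APOE2 and below 0 in APOE4, and Cd163 and Hmox1 lie below 0 in both.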

### 2.5. Lymphocyte Subset Differences in Aortas of Western Diet-Fed APOE Gene Replacement Mice

Cells in cluster 18 were identified as B lymphocytes based on *Cd19* expression (Figure 2A). 

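B lymphocyte-like cells numbered 35 in APOE2, 11 in APOE3 and 267 in APOE4. The APOE4 library thus held 7.63 times (95% interval 5.35 to 11.2) as many as APOE2 and 24.3 times (13.3 to 49.2) as many as APOE3, from pools of different total cell numbers. They carried 249991, 82460 and 1289808 UMIs.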

While *Cd19^+^* cells represent only a small population of cells in the aortas of these Western diet-fed mice, the number of cluster 18 cells in *APOE4* mice exceeded those in *APOE2* and *APOE3* mice by ~10-fold (Figure 3C). Hallmark and Kegg Pathway analyses revealed enrichment of inflammatory response genes in cluster 18 cells from these Western diet-fed mice (Figure 5A). Additional data mining revealed high level *Cd86* expression in *APOE2* and *APOE4* mice compared to *APOE3* mice, suggesting the elevated presence of activated B lymphocytes in the aortas of both *APOE2* and *APOE4* mice (Figure 5A). 

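Cd86 (ENSMUSG00000022901) lies on chromosome 16 from 36603869 to 36666081. Cd86 was at 492 CPM (95% interval 409 to 587) in APOE2, 267 CPM (167 to 404) in APOE3 and 582 CPM (541 to 625) in APOE4 in the B lymphocyte-like cells. The log2 ratio to APOE3 was 0.88 (0.22 to 1.61) for APOE2 and 1.13 (0.52 to 1.81) for APOE4, from 11 APOE3 cells. In the merged libraries without integration, the ratio of APOE2 changed direction to −0.40 (−1.20 to 0.46). Scaling by the median gene of these cells in place of the UMI total raised every log2 ratio to APOE3 by 0.29 for APOE2 and 0.16 for APOE4, which puts Cd86 at 1.17 and 1.29.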

Cells in this cluster displayed high expression levels of *Ms4a1/Cd20*, a marker of B-2 lymphocytes, but expression of the B-1 lymphocyte markers *Spn*/*Cd43* and *Cd5* were minimally detected in all cluster 18 cells (Figure 5A). Thus, most of the B lymphocytes in the aorta were the pro-atherogenic B-2 lymphocyte subtype after Western diet feeding [41]. 

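Ms4a1 (ENSMUSG00000024673) lies on chromosome 19 from 11249675 to 11266241, Spn (ENSMUSG00000051457) on chromosome 7 from 127132232 to 127137823 and Cd5 (ENSMUSG00000024669) on chromosome 19 from 10717116 to 10739002. Ms4a1 was at 288 CPM (95% interval 225 to 363) in APOE2, 291 CPM (186 to 433) in APOE3 and 422 CPM (387 to 459) in APOE4 in the B lymphocyte-like cells. Spn gave 1 UMI in APOE2, 1 in APOE3 and 6 in APOE4, and Cd5 gave 0, 0 and 4 UMIs. The 0 UMIs of Cd5 allow up to 12.0 CPM in APOE2 and 36.4 CPM in APOE3.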

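After thinning each cell to 1000 UMIs, Ms4a1 had a UMI in 37.1% (95% interval 21.5 to 55.1) of 35 cells in APOE2, 36.4% (10.9 to 69.2) of 11 cells in APOE3 and 34.8% (29.1 to 40.9) of 267 cells in APOE4. Without thinning, the shares with a Ms4a1 UMI were 62.9%, 72.7% and 72.3%, and in the smooth muscle-like cells, as background, 0.0975%, 0.0453% and 0.326%. No cell was left out of the thinned values. Spn and Cd5 had no UMI in any thinned cell, which allows shares of up to 8.57%, 27.3% and 1.12%. Without thinning, Spn had a UMI in 2.86%, 9.09% and 1.87% of the cells, against 0.163%, 0.0453% and 0.0296% of the smooth muscle-like cells. Cd5 had one in 1.50% of the APOE4 cells and in 0.474% of the smooth muscle-like cells of that library. The median depth was 4091, 4869 and 3788 UMIs in the B lymphocyte-like cells of APOE2, APOE3 and APOE4, lower than in the smooth muscle-like cells. From the Ms4a1 expression and the minimal Spn and Cd5, the paper concludes that most of these cells were B-2 lymphocytes.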

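In the B lymphocyte-like cells, Ms4a1 had a log2 ratio to APOE3 of −0.015 (95% interval −0.70 to 0.72) for APOE2 and 0.54 (−0.054 to 1.19) for APOE4. Both intervals included 0. Relative to the median gene of these cells, the ratios were 0.27 for APOE2 and 0.70 for APOE4.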

The level of *Ms4a1/Cd20* expression was more prevalent in cluster 18 cells from *APOE2* and *APOE4* mice compared to *APOE3* mice (Figure 5A), suggesting that apoE2 and apoE4 may also promote atherogenesis via increased B-2 cells in the aorta. Unexpectedly, expression of *Tnfrs13c/Baffr* gene, encoding the B cell-activating factor receptor BAFFR, was found to be higher only in *APOE4* mice but not in *APOE2* mice (Figure 5A). 

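Tnfrsf13c (ENSMUSG00000068105) lies on chromosome 15 from 82221743 to 82224369. Tnfrsf13c gave 15 UMIs in APOE2, 2 in APOE3 and 131 in APOE4, or 60.0 CPM (95% interval 33.6 to 99.0) in APOE2, 24.3 CPM (2.94 to 87.6) in APOE3 and 102 CPM (84.9 to 121) in APOE4. The log2 ratio to APOE3 was 1.31 (−0.80 to 4.48) for APOE2 and 2.07 (0.18 to 5.13) for APOE4, and between APOE4 and APOE2 it was 0.76 (−0.015 to 1.64). Only the interval of APOE4 to APOE3 excluded 0. After thinning each cell to 1000 UMIs, Tnfrsf13c had a UMI in 5.71% (0.700 to 19.2) of 35 cells in APOE2, 0 of 11 cells in APOE3, which allows a share of up to 27.3% and 13.1% (9.30 to 17.8) of 267 cells in APOE4. Without thinning, the shares with a Tnfrsf13c UMI were 22.9%, 18.2% and 36.0%, and in the smooth muscle-like cells, as background, 0%, 0% and 0.0593%.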

Although the significance of the *APOE* genotype-dependent difference in BAFFR expression in B-2 lymphocytes remains unclear, these findings suggest that apoE2 and apoE4 expression may promote B-2 lymphocyte accumulation in aortas via different mechanisms.

In contrast to cluster 18 B lymphocytes, cluster 19 cells were identified as T lymphocytes based on high *Cd3e* gene expression (Figure 3). These cells were likely infiltrated into the aortas in response to inflammation after Western diet feeding. Indeed, Hallmark and Kegg Pathway analyses revealed high expression of inflammatory response genes in cluster 19 cells (Figure 5B). However, cluster 19 cells accounted for only a small percentage of cells in the aortas, which reflects the minimal atherosclerotic lesions detected in these animals under the experimental conditions of the current study. Nevertheless, detailed analysis of gene markers for T cell subsets revealed important differences in the T lymphocyte composition in the aortas of Western diet-fed *APOE2*, *APOE3*, and *APOE4* mice. In particular, *Cd4^+^* T helper cells were present in the aortas of *APOE4* mice but were minimally present in *APOE2* and *APOE3* mice. In contrast, *Cd8^+^* cytotoxic T cells were present in both *APOE2* and *APOE4* mice (Figure 5B). 

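The T lymphocyte-like cells carried 1099831 UMIs in APOE2, 285055 in APOE3 and 926347 in APOE4. Cd3e was at 258 CPM (95% interval 229 to 290.1) in APOE2, 175 CPM (130.2 to 231) in APOE3 and 317 CPM (282 to 356) in APOE4 in them. Scaling by the median gene of these cells in place of the UMI total raised each log2 ratio to APOE3 by 0.19 for APOE2 and 0.35 for APOE4. The APOE3 cells of this class also held transcripts of other cell types. C1qa was at 382 CPM in APOE3 against 1.08 CPM in APOE4, and Lum at 200 CPM in APOE3 against 7.27 CPM in APOE2. Such transcripts count toward the UMI total, so the ratios of T lymphocyte genes to APOE3 partly depend on them.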

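Cd4 (ENSMUSG00000023274) lies on chromosome 6 from 124864692 to 124888221. Cd4 was at 51.8 CPM (95% interval 39.3 to 67.1) in APOE2, 3.51 CPM (0.0888 to 19.5) in APOE3 and 70.2 CPM (54.2 to 89.4) in APOE4 in the T lymphocyte-like cells, from 57, 1 and 65 UMIs. The log2 ratio to APOE3 was 3.88 (1.35 to 9.21) for APOE2 and 4.32 (1.79 to 9.65) for APOE4, and between APOE4 and APOE2 it was 0.44 (−0.10 to 0.98). Relative to the median gene, Cd4 stood at 4.07 for APOE2 and 4.67 for APOE4. After thinning each cell to 1000 UMIs, Cd4 had a UMI in 3.80% (1.54 to 7.68) of 184 cells in APOE2, 0 of 41 cells in APOE3, which allows a share of up to 7.32% and 13.3% (7.49 to 21.4) of 105 cells in APOE4. Without thinning, the shares with a Cd4 UMI were 13.5%, 2.27% and 27.8%, and in the smooth muscle-like cells, as background, 0.455%, 0.317% and 0.652%. The thinned values leave out 8, 3 and 3 cells. The median depth was 4205, 4424 and 6078 UMIs in the T lymphocyte-like cells of APOE2, APOE3 and APOE4, also lower than in the smooth muscle-like cells. Without the thymocyte-gene cells, Cd4 was at 22.0 CPM in APOE2, 0 in APOE3 and 38.0 CPM in APOE4.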

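Cd8a (ENSMUSG00000053977) lies on chromosome 6 from 71373427 to 71379173. Cd8a was at 193 CPM (95% interval 168 to 221) in APOE2, 70.2 CPM (42.9 to 108) in APOE3 and 294 CPM (259.8 to 331) in APOE4, a log2 ratio to APOE3 of 1.46 (0.79 to 2.20) for APOE2 and 2.07 (1.41 to 2.80) for APOE4. Relative to the median gene, Cd8a stood at 1.64 for APOE2 and 2.42 for APOE4. After thinning each cell to 1000 UMIs, Cd8a had a UMI in 12.5% (8.09 to 18.2) of 184 cells in APOE2, 4.88% (0.596 to 16.5) of 41 cells in APOE3 and 22.9% (15.2 to 32.1) of 105 cells in APOE4. Without thinning, the shares with a Cd8a UMI were 19.8%, 6.82% and 49.1%, and in the smooth muscle-like cells, as background, 0.0650%, 0% and 0.0889%. Without the thymocyte-gene cells, Cd8a was at 28.1 CPM in APOE2, 12.1 CPM in APOE3 and 102 CPM in APOE4.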

The near absence of *Cd4^+^* and *Cd8^+^* lymphocytes in the aortas of *APOE3* mice were consistent with 5-fold less cluster 19 cells and the resistance to vascular inflammation and atherosclerosis in these animals. 

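T lymphocyte-like cells numbered 192 in APOE2, 44 in APOE3 and 108 in APOE4. The APOE2 library held 4.36 times (95% interval 3.13 to 6.20) as many as APOE3, and the APOE4 library 2.45 times (1.71 to 3.57) as many. Of the thymocyte-gene cells of the 3 libraries, 50.0% (37.6 to 62.4) had both a Cd4 and a Cd8 UMI, against 1.09% (0.225 to 3.14) of the other T lymphocyte-like cells.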

Differences in atherosclerosis and inflammation in the aortas of these animals were likely not related to differences in inflammation suppression as the regulatory T cell transcription factor *FoxP3* was not detected in cluster 19 cells regardless of ApoE genotype. However, despite the detection of a low number of *Cd4^+^* T helper cells, the Th2-defining transcription factor *Gata3* [42] was found to be expressed at higher levels in cluster 19 cells from *APOE3* and *APOE4* mice compared to *APOE2* mice (Figure 5B). In contrast, the Th17-defining transcription factor *Rorc* [43] was higher in cells from *APOE2* and *APOE3* mice with minimal expression in *APOE4* mice. Likewise, the memory T cell marker Sell encoding *Cd62L* (also known as L-selectin) was detected only in cluster 19 cells from *APOE4* mice and was minimally expressed in cells from *APOE2* and *APOE3* mice (Figure 5B). 

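Foxp3 (ENSMUSG00000039521) lies on chromosome X from 7573644 to 7595245. Foxp3 gave 2 UMIs in the T lymphocyte-like cells of APOE2, 0 in APOE3 and 1 in APOE4. The 0 UMIs in APOE3 allow up to 10.5 CPM. In thinned cells, Foxp3 had no UMI in APOE2 and APOE3, which allows shares of up to 1.63% and 7.32%, and a UMI in 1 of 105 cells of APOE4, so a difference was not detectable at this depth.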

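Gata3 (ENSMUSG00000015619) lies on chromosome 2 from 9857078 to 9890034. Gata3 was at 79.1 CPM (95% interval 63.4 to 97.6) in APOE2, 105 CPM (71.0 to 150.2) in APOE3 and 68.0 CPM (52.3 to 87.0) in APOE4. The log2 ratio to APOE3 was −0.41 (−1.03 to 0.24) for APOE2 and −0.63 (−1.28 to 0.048) for APOE4, and between APOE4 and APOE2 it was −0.22 (−0.71 to 0.27). All 3 intervals included 0. Relative to the median gene, Gata3 stood at −0.23 for APOE2 and −0.28 for APOE4.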

Since apoE is not expressed in lymphocytes [44,45], differences in apoE isoform signaling in the vessel wall are likely responsible for the different lymphocyte subset composition in the aortas of Western diet-fed *APOE2*, *APOE3*, and *APOE4* mice. 

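Between APOE4 and APOE2, Cd8a had a log2 ratio of 0.61 (95% interval 0.34 to 0.87) in the T lymphocyte-like cells, the thymocyte-gene cells included. Because apoE is not expressed in lymphocytes, the paper proposes that apoE isoform signaling in the vessel wall accounts for the different lymphocyte subsets.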

The differences in lymphocyte subset composition in the aortas may at least in part contribute to differences in inflammation and atherosclerosis susceptibility between *APOE2*, *APOE3*, and *APOE4* mice.

### 2.6. Endothelial Cell Differences in the Aortas of APOE2, APOE3, and APOE4 Mice

Cells in cluster 21 were identified as endothelial cells based on *Cdh5* and *Tie1* gene expression (Figure 3A). 

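In the endothelial-like cells, Cdh5 was at 319 CPM (95% interval 288 to 353) in APOE2, 258 CPM (185 to 352) in APOE3 and 329 CPM (251 to 425) in APOE4. Tie1 was at 155 CPM (133 to 179) in APOE2, 116 CPM (68.9 to 184) in APOE3 and 134 CPM (85.8 to 199) in APOE4. Some of these cells carried transcripts of another cell type, with the lymphatic gene Ccl21a at 753 CPM in APOE2, from 5 of 114 cells. Ccl21a (ENSMUSG00000094686) lies on chromosome 4 from 42772860 to 42773993.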

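The recovered endothelial-like cells numbered 114 in APOE2, 17 in APOE3 and 34 in APOE4, with 1208155, 154832 and 179154 UMIs. The APOE2 library held 6.71 times (95% interval 4.01 to 11.9) as many as APOE3 and 3.35 times (2.27 to 5.07) as many as APOE4, without regard to the total cell numbers of the libraries.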

While cell recovery was relatively low, approximately 5-fold more cluster 21 cells were recovered from aortas of *APOE2* mice compared to *APOE3* mice and 4-fold more than those obtained from *APOE4* mice. The higher number of cluster 21 endothelial cells in the aortas of *APOE2* mice was consistent with the higher expression levels of *Sox17* (Figure 6), a protein that plays an important role in endothelial adaptation to hemodynamic changes in response to fluid shear stress as well as vascular remodeling and vasculogenesis [46,47]. 

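Sox17 (ENSMUSG00000025902) lies on chromosome 1 from 4490931 to 4497354. Sox17 was at 132 CPM (95% interval 112 to 154) in APOE2, 213 CPM (147 to 299) in APOE3 and 44.7 CPM (19.3 to 88.0) in APOE4 in the endothelial-like cells. The log2 ratio of Sox17 in APOE2 was −0.70 (−1.24 to −0.11) to APOE3, and that of APOE4 was −2.25 (−3.58 to −1.11) to APOE3 and −1.56 (−2.80 to −0.55) to APOE2. When each cell's own CPM was averaged in place of the summed UMIs, the ratio of APOE2 to APOE3 changed direction to 0.34, from 17 APOE3 cells.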

Hallmark and Kegg Pathway analyses revealed enrichment of inflammation genes that reflect vascular inflammation in response to Western diet feeding (Figure 6). In particular, high expression levels of *Icam1*, *Icam2*, and *Esam* which are responsible for leukocyte adhesion [48,49], *Pecam1* which facilitates leukocyte transmigration through the vessel wall [50], and *Vcam1* which promotes monocyte accumulation [51] were detected in cluster 21 endothelial cells from the aortas of *APOE2*, *APOE3*, and *APOE4* mice (Figure 6). 

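Icam1 (ENSMUSG00000037405) lies on chromosome 9 from 21015985 to 21028817, Icam2 (ENSMUSG00000001029) on chromosome 11 from 106377656 to 106388075 and Esam (ENSMUSG00000001946) on chromosome 9 from 37528078 to 37538319. Pecam1 (ENSMUSG00000020717) lies on chromosome 11 from 106654217 to 106750628 and Vcam1 (ENSMUSG00000027962) on chromosome 3 from 116109949 to 116129688. Icam1 was at 299 CPM (95% interval 269 to 331) in APOE2, 284 CPM (206 to 381) in APOE3 and 340.5 CPM (260.4 to 437) in APOE4. Icam2 was at 414 CPM (378 to 452) in APOE2, 316 CPM (234 to 418) in APOE3 and 429.8 CPM (339 to 537) in APOE4 and Esam at 506 CPM (466 to 547) in APOE2, 310.0 CPM (229 to 411) in APOE3 and 301 CPM (226 to 393) in APOE4. Pecam1 was at 1433 CPM (1366 to 1502) in APOE2, 1020.5 CPM (868 to 1193) in APOE3 and 1217 CPM (1061 to 1389.5) in APOE4. Vcam1 was at 1059 CPM (1002 to 1119) in APOE2, 484 CPM (381 to 607) in APOE3 and 804 CPM (678 to 946) in APOE4.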

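Vcam1 had a log2 ratio of 1.13 (95% interval 0.79 to 1.48) for APOE2 to APOE3 in the endothelial-like cells, Esam one of 0.71 (0.28 to 1.16) and Pecam1 one of 0.49 (0.25 to 0.73). Pecam1 changed direction in the merged libraries without integration, to −0.13 (−0.37 to 0.11). For Icam2 it was 0.39 (−0.038 to 0.84) and for Icam1 0.072 (−0.38 to 0.56), with intervals that included 0. Between APOE4 and APOE2, the log2 ratio was −0.40 (−0.66 to −0.15) for Vcam1, −0.75 (−1.18 to −0.34) for Esam, −0.24 (−0.45 to −0.032) for Pecam1, 0.055 (−0.31 to 0.40) for Icam2 and 0.19 (−0.23 to 0.58) for Icam1.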

Importantly, higher expression of these adhesion molecules was observed in endothelial cells from *APOE2* mice compared to *APOE3* and *APOE4* mice (Figure 6). 

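Gpihbp1 (ENSMUSG00000022579) lies on chromosome 15 from 75596628 to 75599481, Lpl (ENSMUSG00000015568) on chromosome 8 from 68880491 to 68907448 and Fabp4 (ENSMUSG00000062515) on chromosome 3 from 10204088 to 10208576. In the endothelial-like cells, Gpihbp1 was at 385 CPM (95% interval 351 to 422) in APOE2, 116 CPM (68.9 to 184) in APOE3 and 179 CPM (122 to 252) in APOE4. Lpl was at 314 CPM (283 to 347) in APOE2, 32.3 CPM (10.5 to 75.4) in APOE3 and 22.3 CPM (6.08 to 57.2) in APOE4, from 379, 5 and 4 UMIs. Cd36 was at 591 CPM (548 to 636) in APOE2, 394 CPM (301 to 506) in APOE3 and 352 CPM (270.2 to 449.9) in APOE4 and Fabp4 at 6288 CPM (6147 to 6431) in APOE2, 3798 CPM (3497 to 4117) in APOE3 and 6626 CPM (6254 to 7014) in APOE4. The log2 ratio of APOE2 to APOE3 was 3.28 (2.04 to 4.91) for Lpl, 1.73 (1.05 to 2.49) for Gpihbp1, 0.73 (0.61 to 0.85) for Fabp4 and 0.59 (0.21 to 0.99) for Cd36. Fabp4 was also higher in APOE4 than in APOE3, at 0.80 (0.66 to 0.95), but not when each cell's CPM was averaged, at −0.010. In the same cells, 6 genes listed for capillary endothelium (Rgcc, Car4, Timp4, Cd300lg, Meox2 and Aqp7) had a median log2 ratio of APOE2 to APOE3 of 1.26. Whether these genes are independent of lipid uptake was not tested.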

The increased inflammatory gene expression in the endothelial cells of *APOE2* mice may be due to the high expression levels of lipid uptake genes such as *GPIHBP1*, *CD36*, and *LPL* as well as the intracellular fatty acid transporter gene *Fabp4* (Figure 6). The increased lipid uptake as well as expression of adhesion molecules in *APOE2* mouse endothelial cells may be a contributing factor to the higher percentage of macrophages and increased atherosclerotic lesions observed in *APOE2* mice.

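Between APOE4 and APOE2, Lpl had a log2 ratio of −3.81 (95% interval −5.70 to −2.44) and Gpihbp1 one of −1.11 (−1.67 to −0.59), Cd36 one of −0.75 (−1.14 to −0.38) and Fabp4 one of 0.075 (−0.014 to 0.16). From the lipid uptake genes and adhesion molecules of APOE2 endothelial cells, the paper proposes a contribution to the macrophage share and lesions of these mice.

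**Figure D4:**
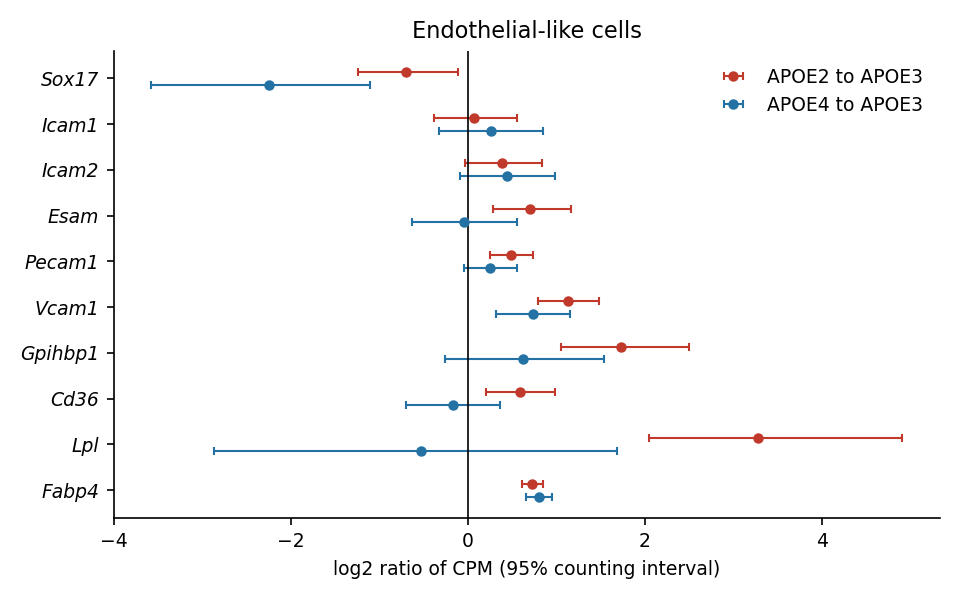
Log2 ratio of CPM to APOE3 for 10 genes in endothelial-like cells, as points for APOE2 (red) and APOE4 (blue) with 95% intervals that cover counting error only. The reference is 17 APOE3 cells, and Lpl has the highest point for APOE2.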

### 2.7. APOE Genotype Differentially Affects Fibroblast and Fibroblast-like Cell Composition in Mouse Aorta

Five clusters of cells, namely clusters 4, 8, 15, 17, and 24, displayed relatively high *Pdgfra* and *Dcn* expression levels compared to cells in other clusters, suggesting that cells in these clusters may be classified as fibroblasts or fibroblast-like cells (Figure 7A). 

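In the recomputed clusters, Pdgfra and Dcn were highest in R5, R8 and R16, the fibroblast-like clusters, and next in R14, an unnamed cluster that kept smooth muscle markers, with Pdgfra at 115 CPM and Dcn at 4893 CPM. Among the other clusters, Pdgfra was at most 26.8 CPM, in R13. The fibroblast-like cells carried 16475722 UMIs in APOE2, 9420952 in APOE3 and 12005759 in APOE4.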

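Ly6a (ENSMUSG00000075602) lies on chromosome 15 from 74994877 to 74998031. Ly6a was at 564 CPM in R5, 1789 CPM in R8 and 989.8 CPM in R16, over the 3 libraries. In R8, Acta2 was at 2220.3 CPM, Tagln at 1394 CPM and Myh11 at 238 CPM. R16 held more smooth muscle transcripts, with Acta2 at 12159 CPM. Cdh5 was at 0.466 CPM in R5, 0.130 CPM in R8 and 0.311 CPM in R16.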

Additional analysis focusing on the expression of fibroblast gene markers, published previously [52,53,54,55], identified cells in clusters 4 and 8 which were closely related with high expression of fibroblast gene markers such as *Pdgfra*, *Dcn*, and *Ly6a* with low or minimal expression of smooth muscle-specific genes *Tagln*, *Acta2*, and *Myh11* or the endothelial-specific gene *Cdh5* (Figure 7B). Therefore, cells in clusters 4 and 8 were identified as subsets of adventitia fibroblasts. In contrast, cells in clusters 15 and 17 were related but distinct from the classical fibroblasts due to their high expression levels of gene markers for both fibroblasts and smooth muscle cells. Accordingly, cells in clusters 15 and 17 likely originated as smooth muscle cells and obtained fibroblastic characteristics as a result of transdifferentiation [56]. 

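R14 carried both kinds of transcript, with Acta2 at 17262 CPM and Tagln at 10977 CPM beside its Pdgfra and Dcn. Its 565 cells had a median of 2382 UMIs, and 34.5% of them were among the cells with the highest Scrublet scores, more than in any other recomputed cluster.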

Alternatively, these cells may also be myofibroblasts that gained smooth muscle cell characteristics with Western diet feeding [52,53,55]. Finally, cluster 24 cells also expressed fibroblast gene markers with minimal expression of smooth muscle genes (Figure 7B). However, cluster 24 cells expressed higher levels of S100A4 and FAP with relatively low level expression of *Dcn*. Thus, cells in cluster 24 were probably activated fibroblasts in transition to myofibroblasts (Figure 7B). 

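S100a4 (ENSMUSG00000001020) lies on chromosome 3 from 90603771 to 90606045 and Fap (ENSMUSG00000000392) on chromosome 2 from 62500943 to 62574075. S100a4 was at 375 CPM in R5, 266 CPM in R8 and 309 CPM in R16. Fap was at 50.0 CPM in R5, 35.3 CPM in R8 and 19.0 CPM in R16. The highest S100a4 of all the recomputed clusters, 1207 CPM, was in R9, which kept smooth muscle markers and had Dcn at 1560.3 CPM.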

Unfortunately, cluster 24 cells cannot be definitively characterized due to their low cell number (<1% of the total cell population) in the aortas.

It is interesting to note that *APOE* genotype also influences the expression of genes responsible for fibroblast activation. In comparison to fibroblasts and fibroblast-like cells in the aorta of *APOE3* mice, which expressed high levels of *Lum*, *Igfbp6*, and *Fap* genes, fibroblastic cells in *APOE4* mice displayed high expression levels of *Mfap5*, *Lama2*, *Dcn*, and *S100a4* (Figure 7C). 

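Lum (ENSMUSG00000036446) lies on chromosome 10 from 97565128 to 97572703, Igfbp6 (ENSMUSG00000023046) on chromosome 15 from 102144362 to 102149511 and Mfap5 (ENSMUSG00000030116) on chromosome 6 from 122505845 to 122529290. Lama2 (ENSMUSG00000019899) lies on chromosome 10 from 26980036 to 27619758. In the fibroblast-like cells, Lum had a log2 ratio to APOE3 of −0.40 (95% interval −0.43 to −0.36) for APOE2 and −0.38 (−0.42 to −0.35) for APOE4 and Igfbp6 one of −0.31 (−0.35 to −0.26) for APOE2 and −0.35 (−0.40 to −0.31) for APOE4. Fap was at 40.5 CPM (37.5 to 43.7) in APOE2, 46.0 CPM (41.7 to 50.5) in APOE3 and 39.0 CPM (35.5 to 42.7) in APOE4, a log2 ratio of −0.18 (−0.36 to −0.0031) for APOE2 and −0.24 (−0.43 to −0.046) for APOE4. S100a4 had a log2 ratio of −0.23 (−0.30 to −0.16) for APOE2 and 0.42 (0.35 to 0.48) for APOE4, and Lama2 one of −0.56 (−0.60 to −0.52) for APOE2 and 0.18 (0.14 to 0.22) for APOE4. Dcn had a log2 ratio of −0.31 (−0.32 to −0.30) for APOE2 and 0.023 (0.013 to 0.033) for APOE4, and Mfap5 one of −0.024 (−0.057 to 0.0086) for APOE2 and −0.072 (−0.11 to −0.036) for APOE4. Scaling by the median gene in place of the UMI total raised the ratios of APOE4 by 0.11. They went to 0.52 for S100a4, 0.28 for Lama2 and 0.13 for Dcn, and Mfap5 changed direction to 0.034. Under this scaling Fap was at −0.17 (−0.34 to 0.012) for APOE2 and −0.13 (−0.32 to 0.060) for APOE4. Both of these intervals included 0. In the merged libraries, Mfap5 in APOE4 was at 0.12 (0.072 to 0.17) and Dcn changed direction to −0.094 (−0.10 to −0.082), while S100a4 and Fap in APOE2 changed direction to 0.27 (0.17 to 0.37) and 0.43 (0.21 to 0.65).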

The fibroblasts and fibroblast-like cells in *APOE2* mouse aorta were different from cells in *APOE3* and *APOE4* mice and displayed high expression levels of genes that are expressed in lipofibroblasts such as *Plin2*, *Ly6a*, *Medag*, *Fbln1*, *Fgf7*, and *C3* (Figure 7C). Additionally, *APOE* genotype also influences cell distribution among the various fibroblast and fibroblast-like subsets. 

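Medag (ENSMUSG00000029659) lies on chromosome 5 from 149411749 to 149431723, Fbln1 (ENSMUSG00000006369) on chromosome 15 from 85205949 to 85286535 and Fgf7 (ENSMUSG00000027208) on chromosome 2 from 126034658 to 126091185. C3 (ENSMUSG00000024164) lies on chromosome 17 from 57203970 to 57228136. C3 in the fibroblast-like cells was at 1280.3 CPM (95% interval 1263 to 1298) in APOE2, 661 CPM (644 to 677) in APOE3 and 521 CPM (509 to 534) in APOE4, a log2 ratio to APOE3 of 0.95 (0.91 to 1.00) for APOE2 and −0.34 (−0.39 to −0.29) for APOE4. Ly6a had a log2 ratio of 0.83 (0.79 to 0.86) for APOE2 and −0.19 (−0.24 to −0.15) for APOE4, Fgf7 one of 0.84 (0.65 to 1.03) for APOE2 and −0.21 (−0.44 to 0.022) for APOE4 and Medag one of 0.50 (0.41 to 0.60) for APOE2 and −0.095 (−0.20 to 0.0089) for APOE4. For Plin2 it was 0.31 (0.12 to 0.51) for APOE2 and −0.23 (−0.45 to −0.0031) for APOE4, and for Fbln1 0.14 (0.10 to 0.18) for APOE2 and −0.22 (−0.27 to −0.18) for APOE4. In the merged libraries without integration, Plin2 and Fbln1 in APOE2 changed direction, to −0.24 (−0.53 to 0.052) and −0.14 (−0.20 to −0.091).

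**Figure D5:**
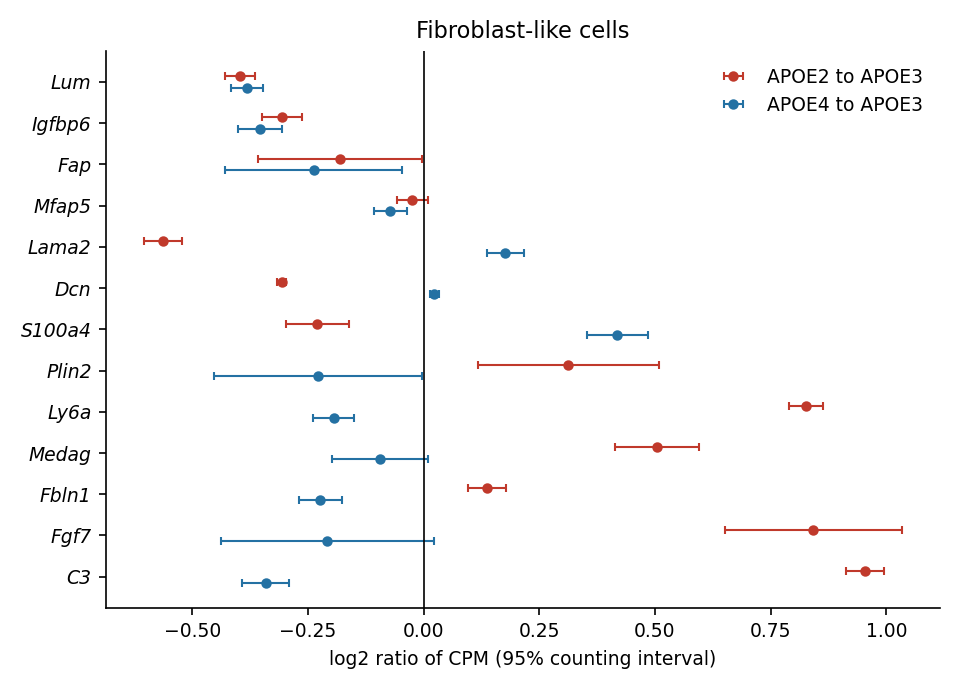
Log2 ratio of CPM to APOE3 for 13 genes in fibroblast-like cells, as points for APOE2 (red) and APOE4 (blue) with 95% intervals that cover counting error only. C3, Fgf7 and Ly6a lie highest in APOE2, and S100a4 lies highest in APOE4.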

Despite similar percentage of fibroblasts and fibroblast-like cells in the aortas of Western diet-fed *APOE2*, *APOE3*, and *APOE4* mice, the aortas of *APOE4* mice contained a higher percentage, whereas the aortas of *APOE2* mice displayed a lower percentage of cluster 4 adventitia fibroblasts compared to the aortas of *APOE3* mice (Figure 7D,E). In contrast, a higher percentage of clusters 8 adventitia fibroblasts and cluster 17 transitional fibroblasts, but lower percentage of clusters 4 and 15 cells, were observed in *APOE2* mice compared to *APOE3* and *APOE4* mice (Figure 7D). 

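Fibroblast-like cells (R5, R8 and R16 together) made up 11.7% (95% interval 11.1 to 12.3) of the cells in APOE2, 12.0% (11.2 to 12.8) of the cells in APOE3 and 14.0% (13.2 to 14.8) of the cells in APOE4. Their share had a log2 ratio to APOE3 of −0.034 (−0.16 to 0.093) for APOE2 and 0.22 (0.091 to 0.35) for APOE4. In the merged libraries without integration, the log2 ratio of APOE2 was −0.39 (−0.54 to −0.25). Shares of R5, R8 and R16 are not compared, because leading genes of each differed between the libraries.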

Taken together, both *APOE2* and *APOE4* mice contained a higher percentage of adventitia fibroblasts compared to *APOE3* mice, and less transdifferentiated fibroblasts were observed in the aortas of *APOE4* mice (Figure 7E).

*APOE* genotype also appeared to affect gene expression profile within each cluster, particularly in the typical fibroblasts within clusters 4 and 8. Specifically, cluster 4 cells from *APOE2* mouse aorta were more related to those from *APOE3* mouse aorta, except for the high expression levels of genes that participate in intracellular lipid accumulation, whereas cells from *APOE4* mice were more distantly related due to preponderance of cells with high *S100a4*, *Mfap5*, and *Lama2* expression levels (Figure 7F). In contrast, whereas genes related to intracellular lipid accumulation were also highly expressed and prevalent in cluster 8 cells from *APOE2* mice, cluster 8 cells from *APOE3* mice were more similar to those from *APOE4* mice compared to those from *APOE2* mice (Figure 7G). For example, cluster 8 cells in both *APOE3* and *APOE4* mice displayed high expression levels of the fibroblasts activating factor gene *Fap*, whereas *Fap* was expressed at low levels in cluster 8 cells from *APOE2* mice. 

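Within R5, the largest fibroblast-like cluster, C3 had a log2 ratio of APOE2 to APOE3 of 1.12 (95% interval 1.04 to 1.19), Fgf7 one of 0.89 (0.64 to 1.14), Ly6a one of 0.84 (0.77 to 0.92) and Medag one of 0.30 (0.17 to 0.44). For Plin2 in R5 it was 0.10 (−0.20 to 0.41), with an interval that included 0. Of APOE4 to APOE3 in R5, the log2 ratio was 0.16 (0.11 to 0.21) for Mfap5, 0.15 (0.11 to 0.20) for Lama2 and 0.081 (−0.0019 to 0.16) for S100a4. For the same comparison, Mfap5 went the other way in R8, at −0.34 (−0.39 to −0.28), and was at 0.41 (0.26 to 0.56) in R16.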

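Within R8, Fgf7 had a log2 ratio of APOE2 to APOE3 of 0.92 (95% interval 0.60 to 1.25), C3 one of 0.53 (0.48 to 0.58), Medag one of 0.45 (0.32 to 0.58), Ly6a one of 0.43 (0.39 to 0.48) and Plin2 one of 0.23 (−0.049 to 0.52). For APOE4 to APOE3, the same genes had log2 ratios of −0.49 (−0.93 to −0.047) for Fgf7, −0.49 (−0.55 to −0.42) for C3, −0.21 (−0.37 to −0.050) for Medag, −0.29 (−0.35 to −0.23) for Ly6a and −0.53 (−0.90 to −0.17) for Plin2. Tagln and Acta2 transcripts in R8 were also lower in APOE2, at −0.81 (−0.85 to −0.76) and −1.11 (−1.14 to −1.07).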

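Fap in R8 was at 31.8 CPM (95% interval 28.0 to 35.8) in APOE2, 39.2 CPM (32.7 to 46.7) in APOE3 and 39.5 CPM (33.6 to 46.3) in APOE4. Against APOE3, Fap had a log2 ratio of −0.30 (−0.62 to 0.013) for APOE2 and 0.011 (−0.34 to 0.36) for APOE4. The interval of APOE2 to APOE3 included 0, and between APOE4 and APOE2 Fap had a log2 ratio of 0.32 (0.020 to 0.61).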

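S100a4 in R8 was at 196 CPM (95% interval 186 to 206) in APOE2, 198 CPM (183 to 214) in APOE3 and 471 CPM (449.7 to 493) in APOE4. Against APOE3, S100a4 in R8 had a log2 ratio of −0.019 (−0.15 to 0.12) for APOE2 and 1.25 (1.12 to 1.38) for APOE4.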

Interestingly, elevated expression of the pro-inflammatory and pro-fibrotic gene *S100a4* was only observed in cluster 8 cells from *APOE4* mice but not in *APOE3* and *APOE4* mice. We interpret these observations to indicate that cluster 8 cells in *APOE3* and *APOE4* mice were both activated fibroblasts, but their activation appeared to proceed via distinct mechanisms.

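Between APOE4 and APOE2, S100a4 in R8 had a log2 ratio of 1.27 (95% interval 1.17 to 1.36) and Lama2 one of 0.76 (0.69 to 0.84). From the Fap and S100a4 levels, the paper reasons that these fibroblasts were activated in APOE3 and APOE4 mice by distinct mechanisms.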

### 2.8. APOE Genotype Influence on Aortic Smooth Muscle Cell Phenotype Composition

Fourteen cell clusters were initially identified as smooth muscle cells in the mouse aorta based on high expression of *Myh11*, *Tagln*, and *Acta2* genes with minimal expression of marker genes for lymphocytes, monocytes/macrophages, and fibroblasts (Figure 3A). However, cells in clusters 13 and 20 also displayed high Wif1 expression level and were therefore re-classified as pericytes. 

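The UMIs of the 16 recomputed clusters that kept smooth muscle markers came to 140410777 in APOE2, 113857989 in APOE3 and 108773278 in APOE4. Across these clusters, Ptprc reached at most 6.14 CPM (R14), Lyz2 99.3 CPM (R12) and Cd3e 0.657 CPM (R12).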

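Wif1 over all cells was at 75.7 CPM (95% interval 74.4 to 77.0) in APOE2, 101 CPM (99.6 to 103) in APOE3 and 71.3 CPM (69.8 to 72.8) in APOE4, a log2 ratio to APOE3 of −0.42 (−0.46 to −0.39) for APOE2 and −0.51 (−0.55 to −0.47) for APOE4. Across the 16 recomputed clusters that kept smooth muscle markers, Wif1 was highest in R1, at 124 CPM (119 to 129), in APOE2, in R9, at 149.9 CPM (141 to 159), in APOE3 and in R13, at 101 CPM (92.0 to 111), in APOE4. In these clusters together, the log2 ratio to APOE3 was −0.33 (−0.36 to −0.29) for APOE2 and −0.44 (−0.48 to −0.40) for APOE4.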

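Runx2 (ENSMUSG00000039153) lies on chromosome 17 from 44495987 to 44814797, Msx2 (ENSMUSG00000021469) on chromosome 13 from 53466884 to 53473074 and Sox9 (ENSMUSG00000000567) on chromosome 11 from 112782224 to 112787760. Hif1a (ENSMUSG00000021109) lies on chromosome 12 from 73901375 to 73947530 and Klf4 (ENSMUSG00000003032) on chromosome 4 from 55527143 to 55532466. Over the 3 libraries together, R13 had, among the recomputed clusters that kept smooth muscle markers, the highest Runx2, Msx2 and Sox9, at 33.1, 40.7 and 75.1 CPM, and Msx2 was among the genes that led this cluster. Over the same libraries together, Klf4 was highest in R7, at 581 CPM, and next in R0, at 476 CPM, which stress genes led. Klf4 was higher in APOE4 and the clusters differed in their share of APOE4 UMIs, so the mix of libraries can shape this ranking. Hif1a was highest in R9, at 141 CPM, and next in R7, at 133 CPM. Klf4 was not restricted to smooth muscle, with 558 CPM in the fibroblast-like R8 and 520.1 CPM in the endothelial-like R21.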

Of the remaining 12 cell clusters, the high expression levels of *Runx2*, *Msx2*, and *Sox9* identified cluster 14 as osteogenic smooth muscle cells [57], whereas high expression levels of *Hif1a* and *Klf4* in clusters 1 and 5 identified these cells as highly migratory smooth muscle cells [58]. The other smooth muscle cell clusters were identified as either proliferative/synthetic smooth muscle cells (clusters 10, 3, 7, and 9) or contractile smooth muscle cells (clusters 0, 2, 6, and 12) based on expression levels of the classical smooth muscle genes such as *Acta2*, *Smtn*, *Myh11*, *Speg*, *Cnn1*, *Myl9*, and *Smtn* (Figure 8A). 

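Smtn (ENSMUSG00000020439) lies on chromosome 11 from 3517523 to 3540612, Speg (ENSMUSG00000026207) on chromosome 1 from 75375297 to 75432320 and Cnn1 (ENSMUSG00000001349) on chromosome 9 from 22099216 to 22109630. Myl9 (ENSMUSG00000067818) lies on chromosome 2 from 156775420 to 156781658. Across the same 16 clusters, Cnn1 ranged from 810.0 CPM in R9 to 2168 CPM in R15, and Smtn from 313 CPM in R14 to 902 CPM in R15. Speg ranged from 46.4 CPM in R22 to 137 CPM in R15, and Myl9 from 2692 CPM in R9 to 11318 CPM in R15. R15, the highest for these 4 genes, was one of the clusters with a low UMI count, a median of 3100.0 UMIs per cell.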

Cells in cluster 12 also displayed high expression of *Rbp1*, indicative of a transitional smooth muscle cell type that appeared transiently with endothelial injury [59]. Cluster 23 was another unique subset of smooth muscle cells with high *Rbp1* expression level. However, cells in cluster 23 also displayed high *Dcn* expression levels but with low expression levels of the classical smooth muscle cells. Thus, cluster 23 cells were likely in a smooth muscle–myofibroblast transition state.

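Apart from R14, the highest Dcn among the recomputed clusters that kept smooth muscle markers was in R9 and in R12, at 1475 CPM in the latter, and the lowest in R4, at 14.7 CPM. Over all 16 clusters, Dcn was at 515 CPM (95% interval 512 to 519) in APOE2, 134 CPM (132 to 137) in APOE3 and 106 CPM (104 to 107) in APOE4. R14, with its many cells of high doublet score, is part of this sum. In the smooth muscle-like cells, which leave out R14, R9 and R12, Dcn was at 66.0 CPM in APOE2, 15.2 CPM in APOE3 and 12.1 CPM in APOE4.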

Additional analysis based on expression of genes localized to the aortic arch such as *Pde1c*, *Prss12*, *Gng2*, *Hand2*, *Flrt3*, *Lbp*, *Mmp12*, and *Spp1*, or genes expressed in the descending aorta such as the homeobox genes *Hoxb7*, *Hoxa7*, *Hoxb8*, *Hoxb9*, *Hoxa6*, *Hoxc6* as well as *Sema3a* and *Tnc* [60], revealed that cell clusters displaying similar phenotypes identified above were different subsets due to their anatomic location in the vascular bed. For example, the highly migratory smooth muscle cells in cluster 1 were derived mainly from the aortic arch, whereas similar cells in cluster 5 were a mixture of smooth muscle cells from the aortic arch and descending aorta (Figure 8B). Likewise, different cluster identification for the proliferative/synthetic smooth muscle cells was likely due to cell origin with cluster 3 cells derived from the aortic arch and clusters 7 and 9 cells derived from the descending aorta (Figure 8B). 

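Hand2 (ENSMUSG00000038193) lies on chromosome 8 from 57320983 to 57324633, Hoxa7 (ENSMUSG00000038236) on chromosome 6 from 52214491 to 52221854 and Sema3a (ENSMUSG00000028883) on chromosome 5 from 13125414 to 13602565. Prss12 (ENSMUSG00000027978) lies on chromosome 3 from 123446913 to 123506597. Among the recomputed clusters that kept smooth muscle markers, the aortic arch gene Hand2 was highest in R3, at 109 CPM, and lowest in R4, at 3.84 CPM. Most cells of R3 came from APOE2, where Hand2 was also higher, so the mix of libraries can shape this ranking too. The descending aorta genes Hoxa7 and Sema3a were higher in R4, at 104 and 58.2 CPM, than in R3, at 6.84 and 2.92 CPM. Sema3a was highest in R10, at 69.4 CPM, and both genes were lowest in R13, at 2.27 and 2.54 CPM. Hand2 was among the leading genes of R3, and Hoxa7 and Sema3a among those of R4. Another arch gene, Prss12, was highest in R13, at 188 CPM. Spp1, also listed for the arch, was highest in R9, at 2873 CPM, and came almost only from the APOE2 library, with 78420 UMIs in the 16 clusters against 640 in APOE3 and 231 in APOE4. In the fibroblast-like cells, the 6 homeobox genes of the list had a median log2 ratio of APOE2 to APOE3 of −0.56. Spp1 (ENSMUSG00000029304) lies on chromosome 5 from 104435118 to 104441050.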

Similar analysis revealed that the contractile smooth muscle cell clusters were derived from mixed cell origin (clusters 0, 2) or were predominantly descending aorta smooth muscle cells (clusters 6, 12).

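Klf4 was at 240.0 CPM (95% interval 236 to 244) in APOE2, 273 CPM (268 to 277) in APOE3 and 556 CPM (550.1 to 562) in APOE4 in the smooth muscle-like cells. Klf4 thus had a log2 ratio to APOE3 of −0.18 (−0.22 to −0.15) for APOE2 and 1.03 (1.00 to 1.06) for APOE4. Over all 16 recomputed clusters that kept smooth muscle markers, it was −0.040 (−0.066 to −0.014) for APOE2 and 1.31 (1.29 to 1.33) for APOE4. Hif1a was at 86.2 CPM (83.7 to 88.7) in APOE2, 90.9 CPM (88.3 to 93.5) in APOE3 and 110.4 CPM (108 to 113) in APOE4 in the smooth muscle-like cells, a log2 ratio of −0.076 (−0.14 to −0.017) for APOE2 and 0.28 (0.23 to 0.33) for APOE4. In the same cells, 20 immediate early and dissociation genes had a median log2 ratio of 0.36 for APOE4 and −0.22 for APOE2. For APOE4 the median was 0.91 in fibroblast-like and 0.61 in unnamed cells, but −0.22 in macrophage-like and −0.16 in T lymphocyte-like cells. Sizes of the clusters with high Klf4 are not compared, because stress genes that differed between the libraries led R0.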

The aortas of APOE4 mice contained a higher percentage of highly migratory smooth muscle cells regardless of whether the cells were derived from the aortic arch or the descending aorta (clusters 1 and 5). In contrast, both the aortic arch and descending aortas of *APOE2* mice displayed a high percentage of proliferative/synthetic smooth muscle cells (clusters 10, 3, 7). 

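Over the 16 recomputed clusters that kept smooth muscle markers, the 8 aortic arch genes were all higher in APOE2 than in APOE3, with a median log2 ratio of 1.22, and the 8 descending aorta genes were all lower, with a median of −0.55. Not all arch genes were highest in these clusters. Mmp12 and Gng2 were higher in macrophage-like R11, at 256 and 183 CPM, and Lbp in fibroblast-like R8, at 152 CPM. Transcripts of other cells can thus raise the arch median. Hand2, Pde1c, Prss12 and Spp1 were highest within the 16 clusters. In APOE4, 4 of the 8 arch genes were higher than in APOE3, with a median of −0.19, and 7 of the 8 descending aorta genes, with a median of 0.31. The 6 homeobox genes of the descending aorta were also lower in the fibroblast-like cells of APOE2, with a median of −0.56 to APOE3. Hand2, a leading gene of R3, had a log2 ratio of 0.81 (95% interval 0.76 to 0.86) for APOE2.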

The *APOE2* aortas also contained less cells in clusters 0 and 2 compared to aortas from *APOE3* and *APOE4* mice, whereas both *APOE2* and *APOE4* aortas contained lower percentage of cluster 6 smooth muscle cells compared to that found in *APOE3* aortas (Figure 8C). 

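In place of the sizes of single clusters, the contractile genes were compared over the 16 recomputed clusters that kept smooth muscle markers. Acta2 had a log2 ratio to APOE3 of −0.31 (95% interval −0.31 to −0.30) for APOE2 and −0.090 (−0.093 to −0.088) for APOE4. Tagln had one of −0.23 (−0.23 to −0.22) for APOE2 and −0.13 (−0.13 to −0.12) for APOE4, and Myh11 one of −0.054 (−0.062 to −0.047) for APOE2 and 0.072 (0.065 to 0.079) for APOE4.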

Since cells in clusters 0, 2, and 6 were identified as normal contractile smooth muscle cells, these results indicated that apoE2 and apoE4 expression increased de-differentiation of smooth muscle cells with reduced presence of normal contractile smooth muscle cells in the aorta (Figure 8D). 

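Cnn1 over the same clusters had a log2 ratio to APOE3 of −0.15 (95% interval −0.16 to −0.14) for APOE2 and −0.066 (−0.076 to −0.055) for APOE4, Smtn one of −0.31 (−0.32 to −0.29) for APOE2 and −0.12 (−0.14 to −0.10) for APOE4 and Speg one of −0.21 (−0.25 to −0.17) for APOE2 and −0.13 (−0.16 to −0.087) for APOE4. Myl9 had a log2 ratio of −0.27 (−0.27 to −0.26) for APOE2 and −0.34 (−0.34 to −0.33) for APOE4. Over these 16 clusters, all 7 contractile genes were lower in APOE2 than in APOE3, and in APOE4 all but Myh11 were. In the smooth muscle-like cells alone, Myh11 was higher in both, with log2 ratios of 0.036 (0.025 to 0.047) for APOE2 and 0.13 (0.12 to 0.14) for APOE4. The other 6 genes were lower there too, from −0.18 (−0.21 to −0.16) in Smtn to −0.024 (−0.038 to −0.0088) in Cnn1 for APOE2 and from −0.35 (−0.36 to −0.34) in Myl9 to −0.069 (−0.072 to −0.066) in Acta2 for APOE4. Scaling by the median gene of these cells raised each ratio of APOE4 by 0.080, more than the drops in Acta2 and Cnn1, which changed direction to 0.011 (0.0083 to 0.015) and 0.0028 (−0.011 to 0.017). For APOE2, Cnn1 changed direction in the merged libraries without integration, to 0.036 (0.022 to 0.050).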

Whereas apoE2 expression increased presence of proliferative/synthetic smooth muscle cells in the aorta, apoE4 expression elevated the presence migratory smooth muscle cells (Figure 8D). 

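Hif1a over the 16 clusters had a log2 ratio to APOE3 of −0.0081 (95% interval −0.046 to 0.030) for APOE2 and 0.23 (0.19 to 0.26) for APOE4. Sox9 had one of −0.090 (−0.18 to 0.0051) for APOE2 and 0.55 (0.46 to 0.64) for APOE4, Runx2 one of 0.43 (0.20 to 0.66) for APOE2 and −0.44 (−0.72 to −0.16) for APOE4 and Msx2 one of 0.0087 (−0.28 to 0.29) for APOE2 and 0.23 (−0.065 to 0.52) for APOE4. In the smooth muscle-like cells alone, Sox9 had a log2 ratio of −0.71 (−0.88 to −0.54) for APOE2 and 0.41 (0.28 to 0.54) for APOE4. Runx2 had one of 0.65 (−0.023 to 1.33) for APOE2 and −1.27 (−2.23 to −0.36) for APOE4 there, from 50, 32 and 16 UMIs of APOE2, APOE3 and APOE4, and Msx2 one of 1.44 (0.13 to 2.94) for APOE2 and 1.01 (−0.33 to 2.52) for APOE4, from 19, 7 and 17 UMIs. Msx2 changed direction for APOE2 in the merged libraries without integration, to −0.47 (−2.10 to 1.07).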

Consistent with this interpretation is that Hallmark Pathway analysis revealed increased expression of muscle development genes in clusters 1, 5, 3, 10, and 7 that were enriched in either *APOE2* or *APOE4* mice (Figure 8E). Hallmark Pathway analysis also revealed that cluster 1 and 5 cells enriched in *APOE4* mice displayed high expression levels of NFĸB-responsive genes as well as elevated expression of pro-oxidation and inflammatory genes (Figure 8E). In contrast, cluster 3, 10, and 7 cells enriched in *APOE2* mice were cells with high expression of genes in the oxidative phosphorylation pathway (Figure 8E). These include both mitochondrial-encoded genes as well as nuclear-encoded respiratory chain genes. 

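mt-Nd1 (ENSMUSG00000064341) lies on chromosome M from 2751 to 3707, mt-Nd3 (ENSMUSG00000064360) on chromosome M from 9459 to 9806 and mt-Nd6 (ENSMUSG00000064368) on chromosome M from 13552 to 14070. mt-Atp8 (ENSMUSG00000064356) lies on chromosome M from 7766 to 7969. Of 13 mitochondrial-encoded respiratory genes, 12 were higher in the smooth muscle-like cells of APOE2 than of APOE3, with a median log2 ratio of 0.73 and a range from −0.61 (mt-Nd3) to 1.83 (mt-Nd6). In APOE4 all 13 were higher, with a median of 0.98 and a range from 0.61 (mt-Nd3) to 1.65 (mt-Atp8). For mt-Nd1, the log2 ratio was 0.58 (95% interval 0.56 to 0.59) for APOE2 and 1.01 (0.99 to 1.02) for APOE4. Over all 16 clusters that kept smooth muscle markers, the medians were 0.45 for APOE2 and 0.78 for APOE4. The share of mitochondrial UMIs in all cells was also higher in both libraries than in APOE3. These ratios compare genotypes, while the paper's enrichment sets each of its clusters against the others.

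**Figure D6:**
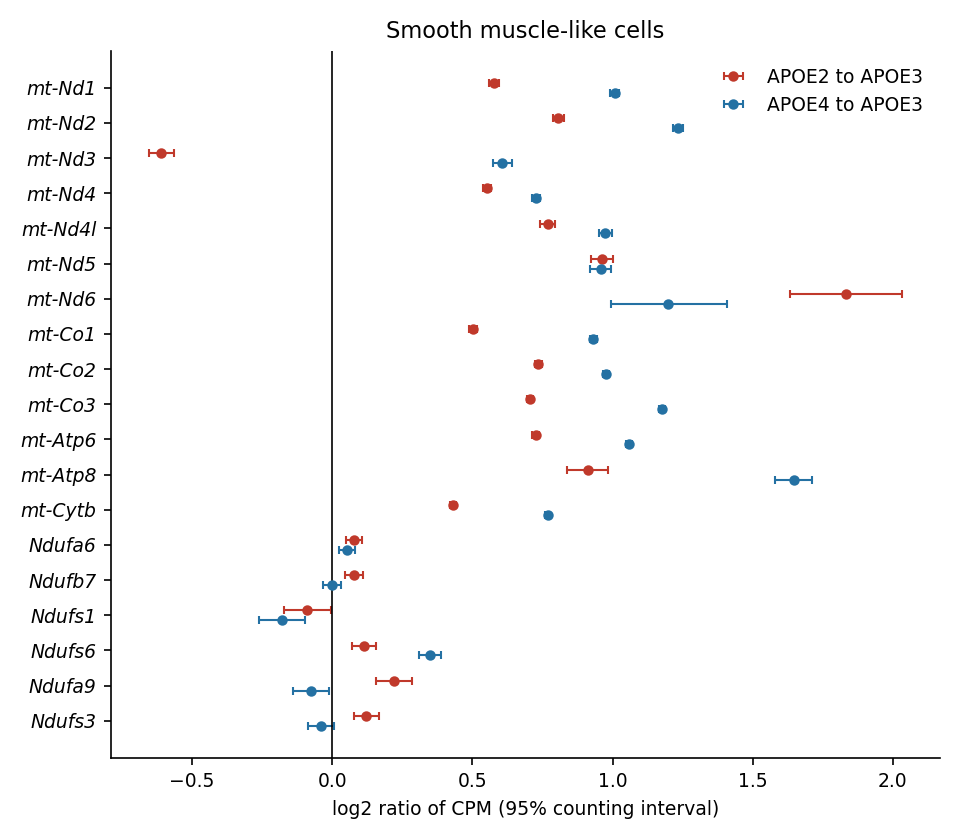
Log2 ratio of CPM to APOE3 in smooth muscle-like cells for 13 mitochondrial-encoded genes and 6 nuclear-encoded complex 1 genes, as points for APOE2 (red) and APOE4 (blue) with 95% intervals that cover counting error only. The nuclear-encoded genes lie nearer to 0 than the mitochondrial-encoded ones.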

A complete list showing changes of oxidative phosphorylation genes across all smooth muscle cell clusters is shown in Supplemental Materials (Table S1), while significant changes based on GSEA are shown in Supplemental Materials (Table S2). The summary of these results for the oxidative phosphorylation pathway across all smooth muscle cell clusters is shown in Table S3. 

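Ndufa6 (ENSMUSG00000022450) lies on chromosome 15 from 82350140 to 82354322, Ndufb7 (ENSMUSG00000033938) on chromosome 8 from 83566671 to 83571626 and Ndufs1 (ENSMUSG00000025968) on chromosome 1 from 63143596 to 63176833. Ndufs6 (ENSMUSG00000021606) lies on chromosome 13 from 73319838 to 73328542, Ndufa9 (ENSMUSG00000000399) on chromosome 6 from 126821721 to 126849136 and Ndufs3 (ENSMUSG00000005510) on chromosome 2 from 90894634 to 90904827. Of these 6 nuclear genes, 5 were higher in the smooth muscle-like cells of APOE2 than of APOE3, with a range of log2 ratios from −0.089 (Ndufs1) to 0.22 (Ndufa9). In APOE4, 2 were higher, with a range from −0.18 (Ndufs1) to 0.35 (Ndufs6). Scaled by the median gene, 5 of the 6 were higher in APOE4, with Ndufb7, Ndufs3 and Ndufa9 going above 0, and 5 in APOE2. Ndufa9 had a log2 ratio of 0.22 (95% interval 0.16 to 0.29) for APOE2 and −0.075 (−0.14 to −0.010) for APOE4, and the latter changed direction to 0.0056 (−0.059 to 0.070) when scaled by the median gene. Ndufs6 had one of 0.11 (0.071 to 0.16) for APOE2 and 0.35 (0.31 to 0.39) for APOE4.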

Of particular interest was the enrichment of genes coding for NADH:ubiquinone oxidoreductase subunits that form mitochondria complex 1, such as *Ndufa6*, *Ndufb7*, *Ndufs1*, *Ndufs6*, *Ndufa9*, and *Ndufs3*, which were highly expressed in these clusters (Tables S1 and S2). The increased expression of these mitochondria complex 1 proteins may result in electron transport chain leakage and reactive oxygen species generation to promote smooth muscle cell dedifferentiation to a proliferative/synthetic phenotype [61,62]. Taken together, different cell clusters enriched in the aortas of *APOE2* and *APOE4* mice, each with their unique signaling pathway gene expression, suggested that apoE2 and apoE4 may promote vascular smooth muscle cell remodeling via distinct mechanisms.

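Over the 16 clusters that kept smooth muscle markers, Dcn had a log2 ratio to APOE3 of 1.94 (95% interval 1.91 to 1.96) for APOE2 and −0.35 (−0.38 to −0.31) for APOE4. From the different clusters enriched in APOE2 and APOE4 aortas and the pathways of their genes, the paper proposes that both isoforms remodel smooth muscle by distinct mechanisms.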

## 3. Discussion

This study used gene replacement mouse models in which the endogenous mouse ApoE gene was replaced at the same locus with either human *APOE2, APOE3*, or *APOE4* genes and showed that human ApoE2 expression promotes hyperlipidemia and atherosclerosis in response to feeding mice a high fat–high cholesterol Western-type diet. These results are consistent with those observed in similar studies when the mice were fed an atherogenic diet containing high cholesterol and cholic acid [30], as well as human studies documenting the association between *APOE2* genotype with familial dysbetalipoproteinemia [63]. In contrast, Western diet-fed *APOE3* and *APOE4* mice did not display hyperlipidemia or atherosclerosis. These results were different from those reported earlier in which *APOE3* and *APOE4* mice were shown to be hyperlipidemic and developed atherosclerosis when fed the cholesterol-cholate diet [31,64]. The discrepancy between the current and earlier studies may be due to differences in the diet used. The diet used in our study mimics human diets, and the lack of atherosclerosis in *APOE3* mice was consistent with human studies, showing that in comparison with *APOE2* and *APOE4*, the *APOE3* genotype is associated with the lowest risk of cardiovascular disease. Interestingly, while atherosclerosis was not observed in the *APOE4* mice during the course of this 16-week diet study, *APOE4* genotype is associated with increased risk of cardiovascular disease in humans [7,8]. However, despite the lack of atherosclerosis in the *APOE4* mice, increased inflammation was observed in these animals, thus indicating that the *APOE4* mice were prone to developing atherosclerotic lesions with prolonged Western diet feeding. The *APOE2* mice also exhibited increased inflammation in addition to hyperlipidemia and atherosclerosis, thus indicating that the elevated inflammation augmented hyperlipidemia to accelerate atherosclerosis in these animals during the course of this study.

The mechanism underlying the increased inflammation in the aortas of *APOE2* mice is different from that observed in *APOE4* mice. Specifically, the increased inflammation in *APOE2* mice was due primarily to hyperlipidemia affecting immune and vascular cells in these animals after Western diet feeding. In particular, elevated presence of classical monocyte-derived macrophages (cluster 13 cells) in the *APOE2* mice is consistent with previous reports of hypercholesterolemia-induced monocytosis [65] and myelopoiesis in *APOE2* mice [25]. The aortas of Western diet-fed *APOE2* mice also exhibited higher numbers of smooth muscle cell-derived macrophage-like foam cells (cluster 22) and aortic fibroblasts with high expression levels of intracellular lipid accumulation genes (cluster 4). The lipid accumulation in these macrophage-like foam cells and lipofibroblasts resulted in a pro-inflammatory phenotype that caused a higher number of activated smooth muscle cells with proliferative/synthetic characteristics that promote atherosclerosis. Additionally, the aortas of Western diet-fed *APOE2* mice also displayed a higher number of inflamed endothelial cells with elevated expression levels of adhesion molecules that facilitate leukocyte transmigration. The increased levels of adhesion molecules coincided with high expression of lipid uptake genes in the endothelial cells, thereby supporting the concept that lipid accumulation in endothelial cells also promotes vascular inflammation to accelerate atherosclerosis [66]. The increased lipid uptake by endothelial cells in the vessel wall of *APOE2* mice is likely due to impaired liver clearance and plasma accumulation of triglyceride- and cholesterol-rich atherogenic lipoproteins. Interestingly, the aortas of Western diet-fed *APOE2* mice also showed the presence of activated B-2 lymphocytes that promote atherosclerosis. However, despite their presence and indication of inflammation, the number of these B-2 cells in *APOE2* mice was significantly less than that observed in *APOE4* mice. The lower number of these B-2 cells in *APOE2* mice is likely due to impaired lipid antigen presentation that requires avid apoE-LDL receptor interaction [67].

In contrast to the *APOE2* mice, the elevated inflammation observed in *APOE4* mice was not related to hyperlipidemia and aberrant lipid storage in immune and vascular cells. For example, Western diet-fed *APOE4* mice displayed a similar number of classical monocyte-derived macrophages (cluster 13) as *APOE3* mice, thus indicating that apoE4 expression did not promote monocytosis and myelopoiesis, a hallmark of hyperlipidemia-induced inflammatory response. Moreover, cluster 13 cells in *APOE4* mice also exhibited lower levels of *Plin2* expression compared to cells from *APOE2* and *APOE3* mice, thus further indicating that cluster 13 cells in *APOE4* mice were not lipid-loaded. These results are in striking contrast to the *APOE4* effects in microglia, where lipid accumulation and a lipogenic program were observed [68,69]. While the cell type-specific differences remained unresolved, *APOE4* has been shown to reduce lipoprotein uptake in microglia but not in bone marrow-derived macrophages [68,70]. Regardless, despite the lack of lipid loading or an increase in cell number, cluster 13 macrophages in *APOE4* mice also exhibited a pro-inflammatory phenotype with increased expression of endoplasmic reticulum- and oxidative-stress genes compared to that observed in cluster 13 cells from *APOE3* mice. This observation is consistent with previous reports that showed oxidative stress-induced inflammatory response in apoE4-expressing myeloid cells [25]. Oxidative stress-induced inflammatory response in *APOE4* mice was also evident by the minimal expression of *Rorc* gene with elevated *Cd62L* expression, and thus low levels of Th17 cells, in the T lymphocyte population [71]. These T lymphocyte characteristics were not observed in *APOE2* and *APOE3* mice. Interestingly, although the aortas in both Western diet-fed *APOE2* and *APOE4* mice exhibited an increased number of *Cd8^+^* T lymphocytes compared to that observed in *APOE3* mice, the increased number of *Cd8^+^* cells in *APOE2* mice cannot be attributed to oxidative stress but likely a result of hyperlipidemia [72]. Taken together, these results support the concept that apoE2 and apoE4 promote innate and adaptive immune responses via distinct mechanisms.

Analysis of fibroblasts and fibroblast-like cells in the aortas of Western diet-fed mice provided additional evidence that the various apoE isoforms activate these cells via distinct mechanisms. In particular, the data presented in Figure 7 reveals that *APOE2* activates adventitial fibroblasts and their transition to lipofibroblasts with increased inflammation via elevated intracellular lipid storage as a consequence of hyperlipidemia. In contrast, *APOE4* does not cause lipid accumulation in aortic fibroblasts but elevates fibroblasts inflammation that favors fibrosis and negative remodeling, which also influences smooth muscle cell inflammation and differentiation. In contrast, *APOE3* activates fibroblasts with increased *Fap* expression without the corresponding increase in *S100a4*, thus providing an activated myofibroblast phenotype that favors atheroprotection [73,74]. These differences by which each apoE isoform activates vascular fibroblasts underscore additional mechanisms of how specific apoE isoform may influence atherosclerosis in response to the Western diet.

The smooth muscle cell subsets in the aortas were also influenced by expression of specific apoE isoforms. Regardless of whether the smooth muscle cells were derived from the aortic arch, which were neural crest-derived, or the descending aorta, which originated from the somites formed from the paraxial mesoderm, the predominant smooth muscle cell subsets in Western diet-fed *APOE3* mice were the quiescent contractile phenotype (clusters 0, 2, 6) with a population of de-differentiated smooth muscle cells with enhanced migratory characteristics (cluster 1). In contrast, these smooth muscle cells were less prominent in *APOE2* mice and were replaced with cells in clusters 3, 7 and 10, displaying high expression levels of genes associated with a proliferative/synthetic phenotype. The smooth muscle cell composition in the aortas of *APOE4* mice differed from that in *APOE2* and *APOE3* mice with enrichment of clusters 1 and 5 cells, which highly expressed genes involved with DNA synthesis, oxidative stress (heme metabolism), and inflammatory response. The differences in smooth muscle cell repertoire in these animals further illustrated distinct mechanisms by which apoE2, apoE3, and apoE4 modulate vascular remodeling and sensitivity to atherosclerosis in response to Western diet feeding. Nevertheless, this study with scRNA-seq analysis did not shed light on whether the effects on smooth muscle cell subset composition were due to apoE expressed intrinsically in the smooth muscle cells or whether the effects were influenced by circulating apoE or indirectly through apoE isoform influence on cytokine/chemokine secretion by other cells in the vasculature. In this regard, earlier in vitro studies have shown that exogenous apoE2 was less effective than apoE3, and apoE4 was ineffective in inhibiting smooth muscle cell proliferation [75]. Thus, the differences in smooth muscle cell subsets in *APOE2, APOE3,* and *APOE4* mice may be due at least in part to extracellular apoE in the plasma circulation. Whether apoE isoforms expressed endogenously in smooth muscle cells also influence cell phenotype characteristics remains to be determined.

## 4. Materials and Methods

### 4.1. Animals and Diets

Gene replacement mice, in which the endogenous mouse ApoE gene was replaced with the human *APOE2*, *APOE3*, or *APOE4* gene at the same locus, were obtained from the Maeda Laboratory at the University of North Carolina, USA [31,64] and backcrossed to C57BL/6J background. The mice were maintained on a 12 h light/dark cycle in our institutional pathogen-free animal care facility with free access to normal chow diet (Purina PicoLab Rodent Irradiated Diet 5053; Cincinnati Lab Supply, Cincinnati, OH, USA) and water. Age-matched (12-week-old) male mice were fed a Western diet containing 42% fat and 0.2% cholesterol (TD88137; Teklad Custom Diets, Madison, WI, USA) for 16 weeks. Blood and tissue samples were collected at the end of the experimental period for plasma lipid measurements, atherosclerosis assessment, and single-cell RNA sequencing analysis. All animal experiments were conducted in compliance with the U.S. National Institutes of Health guidelines) and were reviewed and approved by the University of Cincinnati Institutional Animal Care and Use Committee of the University of Cincinnati, in accordance with National Institutes of Health guidelines.

### 4.2. Plasma Lipid Measurement

Blood samples were collected from the tail vein after an overnight fast into EDTA-containing tubes. Plasma was prepared by centrifugation at 1500× *g* for 10 min at 4 °C. Plasma cholesterol and triglyceride levels were quantified by Infinity colorimetric assay kits (TR22421 and TR13421, Thermo Fisher Scientific, Cincinnati, OH, USA).

### 4.3. Atherosclerotic Lesion Analysis

Atherosclerosis was assessed in the whole aorta by *en face* analysis and cryosections of the aortic roots [76]. Briefly, mice were anesthetized and then perfused with phosphate-buffered saline containing 10% formalin prior to harvesting the heart and the entire aorta to the ileac bifurcation. The whole aortas were opened longitudinally from the bifurcation of the subclavian and carotid arteries to the iliac bifurcation and then stained with Oil Red O for 30 min for *en face* analysis. For analysis of the aortic roots, the hearts were fixed in 4% paraformaldehyde and embedded in Scigen Tissue-PlusTM OCT compound (Thermo Fisher Scientific, Cincinnati, OH, USA). Cryosections of 5 μm thickness were performed, starting at the valve nubs and the appearance of the coronary artery branch throughout the aortic sinus until the valve separates at the base of the heart. The cryosections were mounted on microscope slides and then stained with Oil Red O and counterstained with hematoxylin. All images were taken using an Olympus BX61 microscope and were subsequently quantified using ImageJ software, version 1.52 (National Institutes of Health, Bethesda, MD, USA).

### 4.4. Aortic mRNA Expression Analysis

Gene expression in the aorta was analyzed by quantitative real-time PCR. RNA was isolated from the whole aorta using TRIzol reagent (Invitrogen, Carlsbad, CA, USA), followed by cDNA synthesis using the qScript cDNA Synthesis Kit (QuantaBio, Beverley, MA, USA). Quantitative real-time PCR was performed with a StepOnePlus Thermocycler using FastSYBR Green Master Mix (Applied Biosystems, Carlsbad, CA, USA). Sequence-specific primers are listed in Table 1. Expression levels of mRNA were normalized to β-actin using the ΔΔCT analysis method.

### 4.5. Single-Cell RNA Sequencing

Mice were anesthetized and then perfused with phosphate-buffered saline. The whole aorta from the aortic arch to the ileac bifurcation was isolated and trimmed of excess fat tissues surrounding the aorta. The entire aorta was minced into small pieces in phosphate-buffered saline containing 2% BSA and then incubated for 1 h at 37 °C with gentle shaking in the same buffer containing 450 U/mL collagen-1, 120 U/mL collagen XI, 60 U/mL DNase 1, 60 U/mL hyaluronidase, 1.5 mM CaCl2, and 1.25 mg/mL elastase. The resulting cell suspension was filtered through 70 μm filters and washed several times to obtain single-cell suspension. Quality control was assessed by live/dead cell staining with trypan blue staining. Cell suspensions obtained from six APOE2, five APOE3, and seven APOE4 mice after 16 weeks of Western diet feeding were pooled according to their genotype for single-cell RNA-seq analysis. Approximately 10,000 cells recovered from each pooled cell suspension were loaded onto a 10× Genomics Chromium instrument (Pleasanton, CA, USA) to generate single-cell gel beads in emulsion and preparation of a bar-coded cDNA library for single-cell RNA-sequencing. Quality of the cDNA library was confirmed using an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Full-length sequencing was performed on two paired-end 75 bp flow cells using NovaSeq S4 platform (Illumina, San Diego, CA, USA) with an overall sequencing depth of approximately 400 million read pairs per sample.

### 4.6. Single-Cell RNA Sequencing Data Analysis

The 10× genomic single cell transcriptome sequencing data were processed using the Cell Ranger version 841 Single Cell software available from 10× Genomics (Pleasanton, CA, USA). The raw data was de-multiplexed, aligned to the *Mus musculus* (mm10) reference genome, and quantified using the Cell Ranger processing pipelines [77]. Further quality control filtering, normalization, integration and clustering were performed using the Seurat package (version 5.4.0; https://www.rdocumentation.org/) [78]. Quality control metrics for the overall scRNA-seq analysis, including nFeature, nCount, and percent mitochondrial reads are shown in Supplemental Figure (Figure S1). Cells with low count depth, few detected genes and high fraction of mitochondrial gene counts were removed. 

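The limits used here, fewer than 200 detected genes or 20% or more of UMIs on mitochondrial genes, removed 516 of 12288 APOE2 barcodes, 510 of 7247 APOE3 barcodes and 723 of 8971 APOE4 barcodes. Too few genes were detected in 237 in APOE2, 408 in APOE3 and 518 in APOE4, and the mitochondrial limit was reached in 351 in APOE2, 487 in APOE3 and 562 in APOE4, with some barcodes counted in both. Doublets were scored with Scrublet, whose own threshold marked 1 cell in APOE2, 0 in APOE3 and 2 in APOE4, too few for these numbers of cells. All cells were therefore kept, and as an alternative the cells with the highest scores, 1109 in APOE2 (9.42%), 363 in APOE3 (5.39%) and 544 in APOE4 (6.60%), were removed, at 0.8% per 1000 cells.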

The data was normalized using regularized negative binomial regression as implemented in the latest version (version 2) of sctransform [79], integrated using the Seurat integration protocol based on anchoring and canonical correlation [78,80], clustered using the Louvain–Jaccard graph community detection algorithm [81,82], and visualized in two dimensions by UMAP dimensionality reduction [83]. Cluster-specific gene expression analysis was performed by aggregating regularized counts for each cluster and then performing single-tailed Limma-voom analysis [84] for up-regulated genes in the cluster of interest as compared to all other clusters. The pathway analysis of genes up-regulated in each cluster was performed by Gene Set Enrichment Analysis (GSEA) [85] as implemented in the R package *fgsea* (version 4.6, https://bioconductor.posit.co/packages/3.23/bioc/html/fgsea.html (accessed on 1 June 2026)) [86]. Pathway libraries used in GSEA included Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways [87,88] and hallmark gene sets in MSigDb [89]. Additional analyses and visualizations were performed using ShinyCell (https://gihub.com/the-ouyang-lab/ShinyCell2 (accessed on 1 June 2026)) [90].

### 4.7. Statistics

All data were expressed as mean ± SD. Statistical analysis was performed using GraphPad Prism version 5.0 software (San Diego, CA, USA). All data passed the Shapiro–Wilk test for normality and were analyzed by one-way ANOVA with Student–Newman–Keuls post hoc analysis for multiple group comparisons. Differences at *p* < 0.05 were considered statistically significant.

## 5. Conclusions

In summary, while apoE-deficient mice has been shown to display an altered cellular landscape of the vessel wall with elevation of immune cells and progenitor cell-like smooth muscle cells compared to wild-type mice [91], this study documented for the first time that apoE also modulates vascular cell landscape in an isoform-specific manner. In particular, the data revealed that in comparison to apoE3 expression, apoE2 expression exacerbates diet-induced inflammation of infiltrating leukocytes, vascular endothelium, fibroblasts, and smooth muscle cells via mechanisms related to intracellular lipid accumulation, whereas apoE4 expression promotes vascular inflammation primarily through elevated oxidative and endoplasmic reticulum stress. The significance of this study is that the *APOE* genotype should be considered in designing intervention strategies to reduce the progression of atherosclerosis in cardiovascular disease.

### Limitations of the Study

It is important to note that there are several limitations of this study. Firstly, the entire aorta was used to characterize cell composition in the vessel wall in response to diet-induced atherosclerosis. Since atherosclerotic lesions in rodent models were typically observed only in the aortic roots with fatty lesions present in the thoracic aorta, the cellular repertoire within the atherosclerotic lesion may be different. Moreover, human atherosclerotic lesions can be present in several different arteries including coronary arteries, cerebral arteries, and renal arteries; future studies comparing cell composition and different cellular subsets in human atherosclerosis in various vascular regions may be worthwhile. Secondly, only mRNA expression level was assessed in the whole aorta and in scRNA-seq experiments. Future studies examining protein expression levels are necessary to validate these results. Finally, only male *APOE* gene replacement mice were examined in this study. In view of a recent study showing that *APOE* genetic variation impacts hepatic metabolism and mitochondrial activities in a sex-specific manner [92], additional studies with female mice may dissect potential sex-specific differences in the apoE isoform effect on vascular cell composition in the vessel wall.

## Figures and Tables

**Figure 1:**
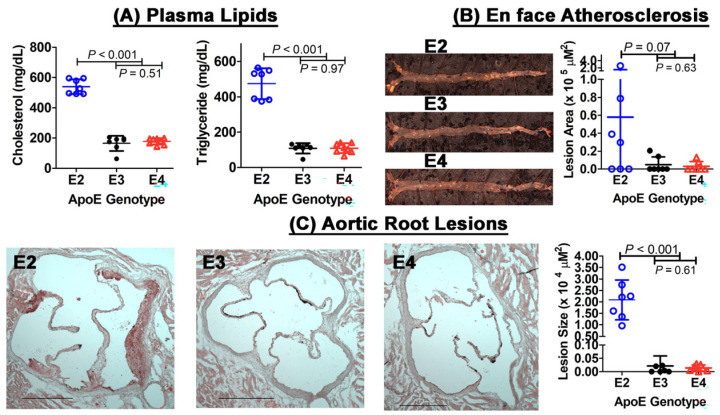
ApoE isoform-specific modulation of plasma lipids and atherosclerosis. Human *APOE2*, *APOE3*, and *APOE4* gene replacement mice (*n* = 7 per group) were fed Western diet for 26 weeks. (**A**) Plasma cholesterol and triglyceride levels were measured from fasted mice. (**B**) Representative images and quantification of Oil Red O-stained atherosclerotic lesions in the whole aorta. (**C**) Representative images and quantification of lesion sizes in the aortic roots. The scale bars represent 500 µm. All plasma lipids and morphometric data passed the Shapiro–Wilk test for normality and were analyzed by one-way ANOVA with Student–Newman–Keuls post hoc analysis with *p* values as shown.

**Figure 2:**
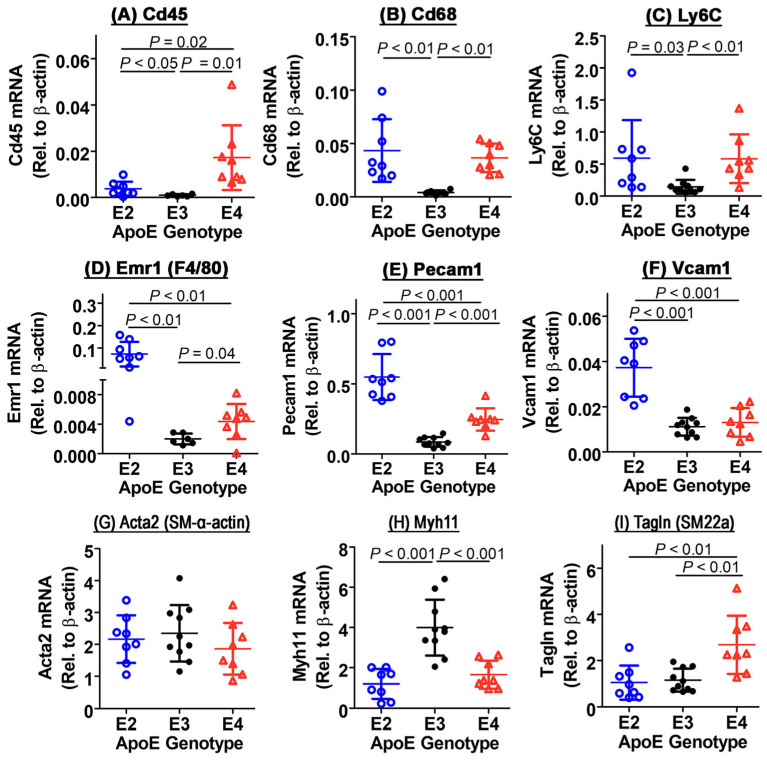
ApoE isoform-specific effects on vascular gene expression. Total RNA was prepared from the whole aorta of Western diet-fed *APOE2* (*n* = 8), *APOE3* (*n* = 6), and *APOE4* (*n* = 8) mice for quantitative RT-PCR to analyze expression of (**A**) *Cd45*, (**B**) *Cd68*, (**C**) *Ly6c*, (**D**) *Emr1*, (**E**) *Pecam1*, (**F**) *Vcam1*, (**G**) *Acta2*, (**H**) *Myh11*, and (**I**) *Tgln*. The data were evaluated by one-way ANOVA with Student–Newman–Keuls post hoc analysis and are presented as mean ± SD. Groups that are statistically different are shown with *p* values as indicated.

**Figure 3:**
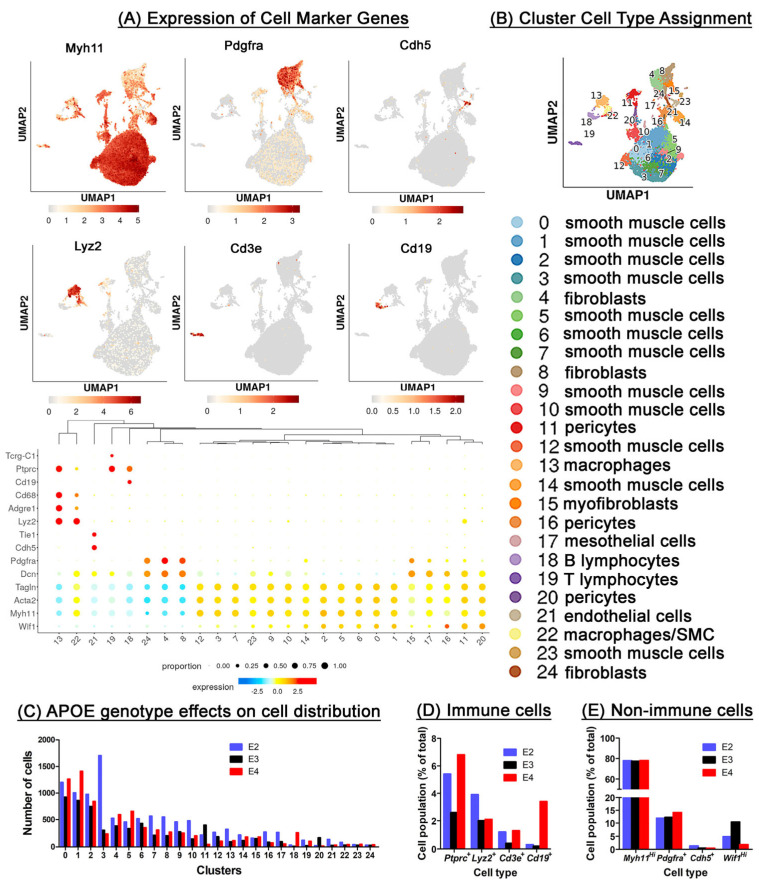
ApoE isoform-specific effects on vascular cell composition. Single cells were isolated from the whole aortas of Western diet-fed *APOE2*, *APOE3*, and *APOE4* mice. Cells from each genotype were pooled and subjected to single-cell RNA-seq analysis. (**A**) Uniform Manifold Approximation and Projection (UMAP) plots of cell-specific marker genes, revealing 25 different cell types and subsets identified in (**B**). (**C**) Bar graph showing the number of cells in each cell population of *APOE2*, *APOE3*, and *APOE4* mice. (**D**) Bar graph showing the percentage of all leukocytes (*Ptprc^+^*), including *Lyz2^+^* macrophages, *Cd3e^+^* T lymphocytes, and *Cd19^+^* lymphocytes in the aortas of APOE2, APOE3, and APOE4 mice. (**E**) Bar graph showing the percentage of smooth muscle cells (*Myh11^Hi^*), fibroblasts (*Pdgfa^+^*), endothelial cells (*Cdh5^+^*), and pericytes (*Wif1^Hi^*) in the aortas of *APOE2*, *APOE3*, and *APOE4* mice.

**Figure 4:**
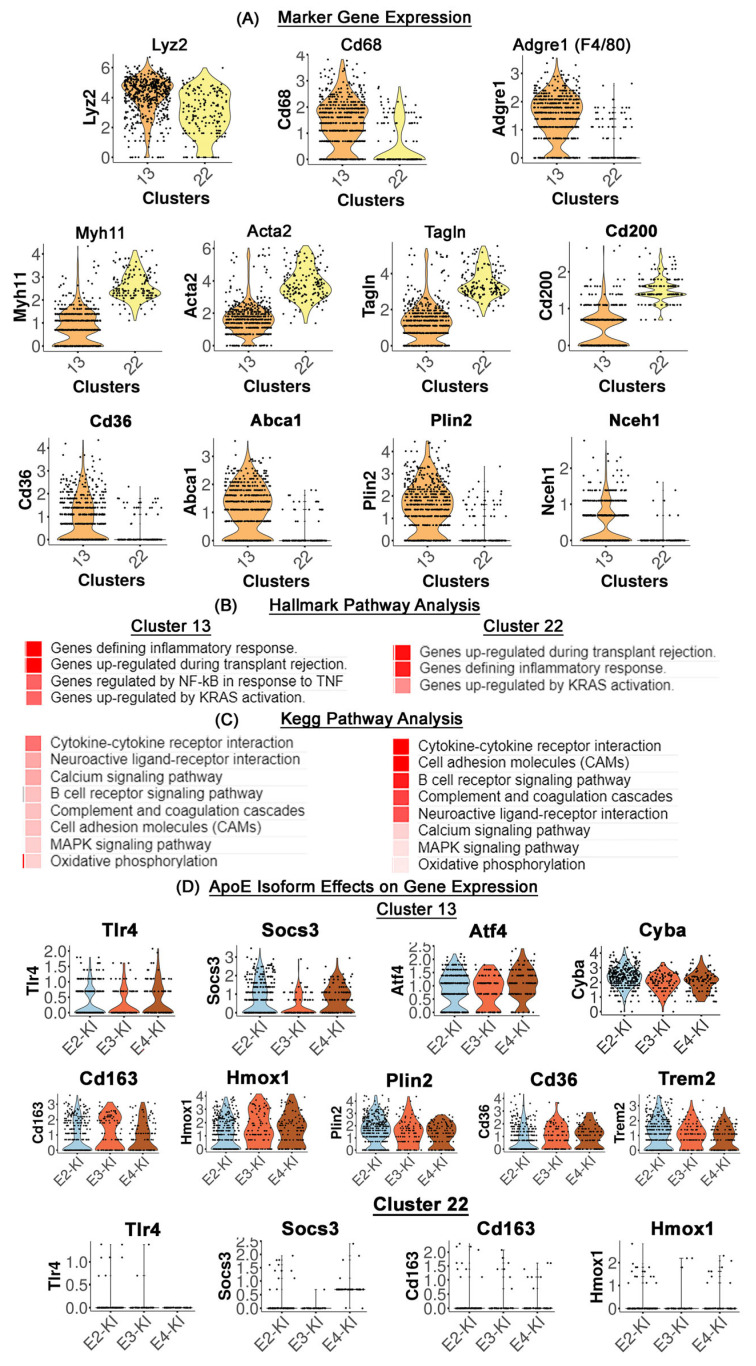
ApoE isoform-specific effects on macrophage subsets in aorta. (**A**) Violin plots with data points showing marker genes used to annotate various macrophage subtypes. (**B**) Hallmark Pathway analysis and (**C**) Kegg Pathway analysis of cluster 13 and cluster 22 macrophage subsets. The intensity of the color gradient depicts prevalence of activated genes in each pathway. (**D**) ApoE isoform effects on expression of specific genes in cluster 13 and cluster 22 cells in the aortas of Western diet-fed *APOE2*, *APOE3*, and *APOE4* mice.

**Figure 5:**
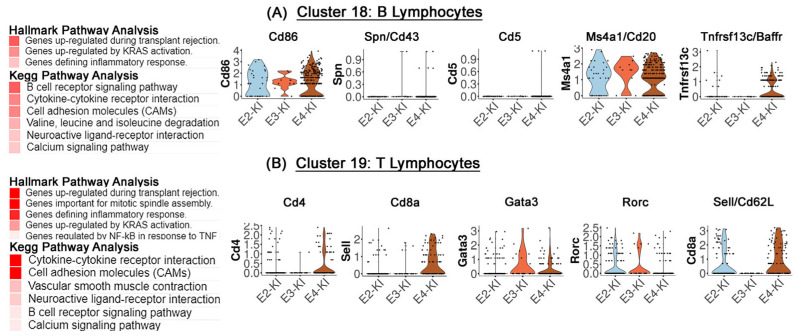
ApoE isoform-specific effects on lymphocyte composition in the aorta. Violin plots with data points showing apoE isoform-specific effects on expression of marker genes used to identify cluster 18 cells as B lymphocytes (**A**) and cluster 19 as T lymphocytes (**B**) in the aortas of *APOE2*, *APOE3*, and *APOE4* mice. High expression genes in each cluster were profiled and analyzed by Hallmark and Kegg Pathway analyses.

**Figure 6:**
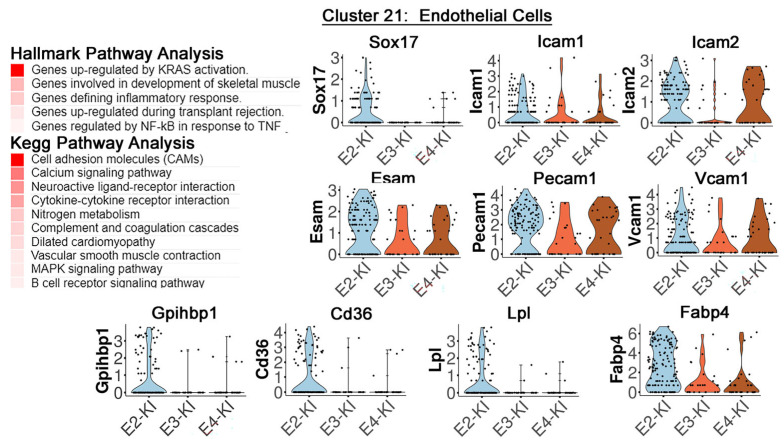
ApoE isoform-specific effects on aortic endothelial cells. Single-cell RNA-seq analysis revealed cluster 21 as endothelial cells. Hallmark and Kegg Pathway analyses revealed high expression of cell activation and inflammatory genes. The endothelial cell activation genes (*Sox17*, *Icam1*, *Icam2*, *Esam*, *Pecam1*, and *Vcam1*) and intracellular lipid uptake and processing genes (*Gpihbp1*, *Cd36*, *Lpl*, and *Fabp4*) were expressed in an apoE isoform-dependent manner.

**Figure 7:**
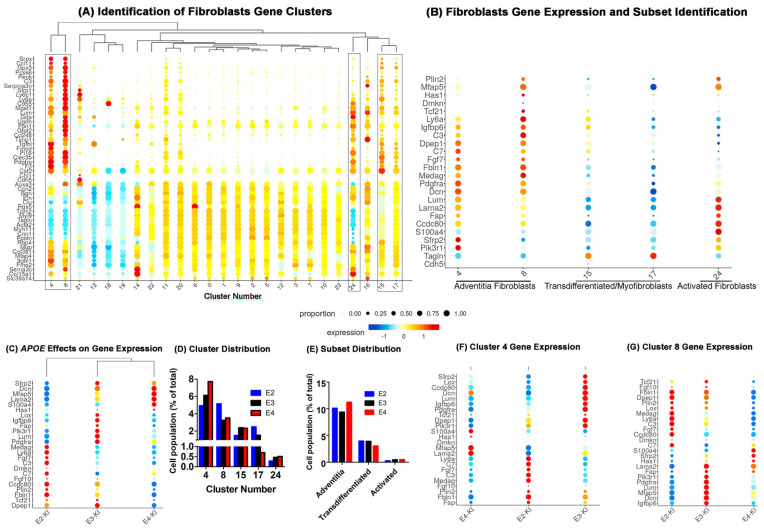
ApoE isoform-specific influence on aortic fibroblasts subsets and gene expression. (**A**) Expression of gene markers for fibroblasts, fibroblast-like cells, and smooth muscle cells in all 25 aortic cell clusters. The clusters identified as fibroblasts are boxed. (**B**) Expression of fibroblasts genes in the five fibroblasts subsets. (**C**) Expression of fibroblasts and fibroblast-related genes in the aortas of Western diet-fed *APOE2*, *APOE3*, and *APOE4* mice. (**D**) Bar graph showing the percentage of total aortic cells in fibroblasts and fibroblast-like cell clusters in *APOE2*, *APOE3*, and *APOE4* mice. (**E**) Bar graph showing the percentage of various fibroblasts subsets in *APOE2*, *APOE3*, and *APOE4* mice. (**F**) Expression levels of selected fibroblast gene markers in cluster 4 cells from *APOE2*, *APOE3*, and *APOE4* mice. (**G**) Expression levels of selected fibroblast gene markers in cluster 8 cells from *APOE2*, *APOE3*, and *APOE4* mice.

**Figure 8:**
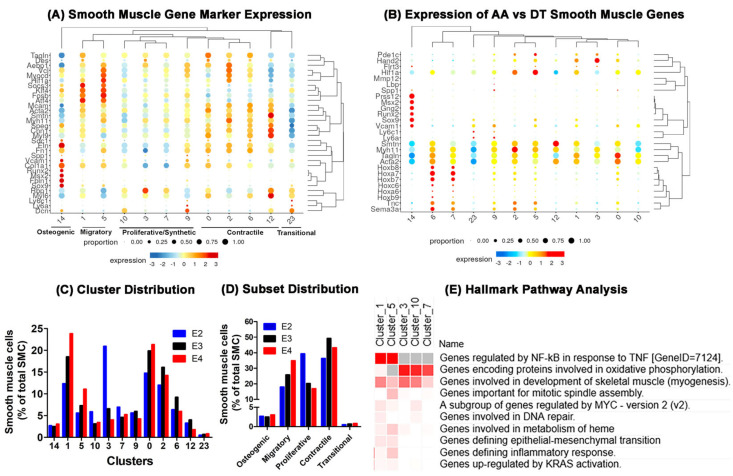
ApoE isoform-specific effects on aortic smooth muscle cells. (**A**) Expression profile of smooth muscle cell gene markers in 12 different smooth muscle cell subsets. (**B**) Expression profile of gene markers for aortic arch (AA) and descending thoracic aorta (DT) smooth muscle cells. (**C**) apoE isoform-specific effects on smooth muscle cell distribution among the 12 smooth muscle cell subsets. (**D**) ApoE isoform-specific effects on smooth muscle cell subset composition. (**E**) Hallmark Pathway analysis of gene expression in the five cell clusters displaying apoE isoform-specific differences. Intensity of the color gradients indicates prevalence of activated genes in each pathway.

**Table 1:** Primer sequences used for PCR analysis.

Name	Forward Primer	Reverse Primer
β-actin	ACGGCCAGGTCATCACTATTG	CAAGAAGGAAGGCTGGAAAAGA
Cd45	GAGCATTCCACGGGTATTCAG	ACACGGTTATAATCATAGGGAAGAATGT
Cd68	TTTCTCCAGCTGTTCACCTTGA	CCCGAAGTGTCCCTTGTCA
Ly6c	TGCTATGGAGTGCCAATTGAGA	GAGCAATGCAGAATCCATCAGA
Emr1 (F4/80)	TGTCTGACAATTGGGATCTGCCCT	ATACGTTCCGAGAGTGTTGTGGCA
Pecam1	TGCGGTGGTTGTCATTGG	TGTTTGGCCTTGGCTTTCC
Vcam1	ATCTCCCCTGAATACAAAACGATT	GCCCGTAGTGCTGCAAGTG
Acta2 (SM-α-actin)	TCCCTGGAGAAGAGCTACGAACT	AAGCGTTCGTTTCCAATGGT
Myh11	TTCGCCCAAGTGACTTTTTTAGT	GGGTGCAAATAAGTGTGATTGC
Tagln (SM22a)	CACAAACGACCAAGCCTTCTC	TCGGCTCATGCCGTAGGA

## Data Availability

The data supporting this study are available in the article and are available from the corresponding author upon request. All single-cell RNA sequencing data have been deposited in the Gene Expression Ominbus (GSE314969) and are publicly available.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27125619/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

Apo	Apolipoprotein
ACTA2	Smooth muscle α-actin
BAFFR	B cell-activating factor receptor
CD36	Cluster of differentiation 36
CD45	Cluster of differenetiation 45
ESAM	Endothelial cell-selective adhesion molecule
FABP4	Fatty acid binding protein 4
GPIHBP1	Glycosylphosphatidylinositol anchored HDL binding protein 1
ICAM1/2	Intercellular adhesion molecule ½
LDL	Low density lipoprotein
LPL	Lipoprotein lipase
MAP	Mitogen-activated protein
MYH11	Myosin heavy chain 11
PECAM1	Platelet endothelial cell adhesion molecule 1
scRNA-seq	Single cell RNA-sequencing
SOX17	SRY-box transcription factor
TAGLN	Transgelin/SM22a
UMAP	Uniform manifold approximation and projection
VCAM1	Vascular cell adhesion protein 1

# Supplementary material for: Aortic Single-Cell Transcriptome Analysis Reveals ApoE-Isoform-Specific Influences on Vascular Disease
**Source:** Int J Mol Sci. 2026 Jun 22;27(12):5619. doi: 10.3390/ijms27125619
**Supplement:** Supplementary file 1

## Supplemental Figure S-1

### (A) nFeature

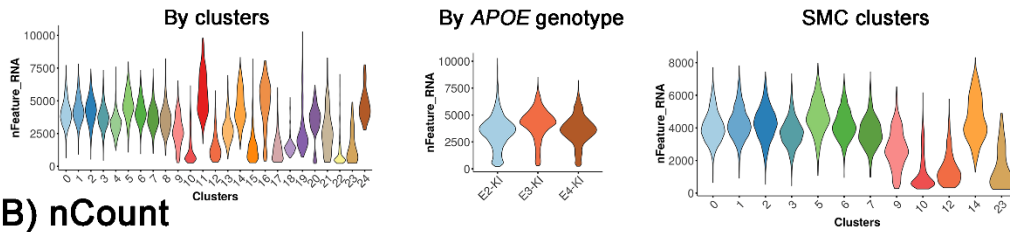

### (B) nCount

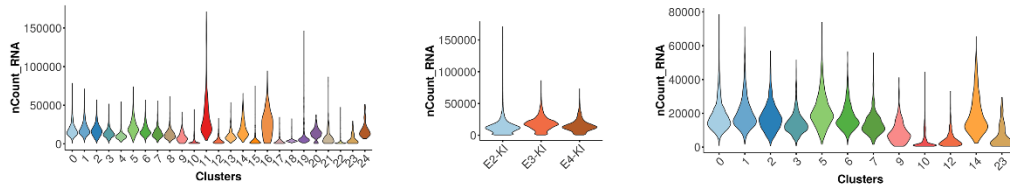

### (C) Percent mitochondrial

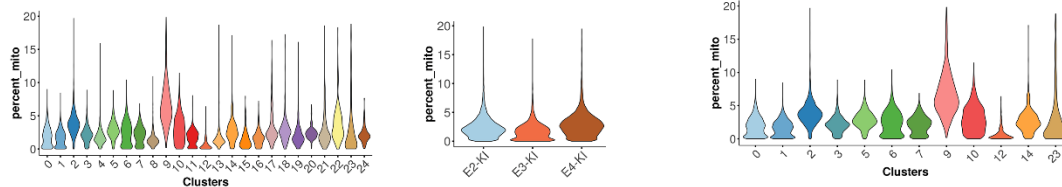

**Figure S-1. Quality control metrics for scRNA-seq data analysis.** The quality control metrics, including (A) nFeature, (B) nCount, and (C) percent mitochondrial reads are presented across individual cell clusters or *APOE* genotype, as well as across smooth muscle cell (SMC)-specific clusters.

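In these metrics, nFeature is the number of genes with at least 1 UMI in a cell, nCount is the number of UMIs in a cell, and percent mitochondrial reads is the share of those UMIs on the mitochondrial genes. From the deposited counts, the median number of detected genes per cell was 3551 in APOE2, 4322 in APOE3 and 3641 in APOE4. The median share of mitochondrial UMIs was 2.15% in APOE2, 1.63% in APOE3 and 2.68% in APOE4. Fewer than 1000 UMIs were found in 433 in APOE2, 129 in APOE3 and 200 in APOE4 of the retained cells.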

How the deposited data were processed for this re-analysis (not part of the article)

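Single-cell RNA-seq of mouse aortas was analysed from 3 droplet libraries, 1 for each genotype (APOE2, APOE3 and APOE4), each made from cells pooled over the mice of that genotype. Lipid measurements and quantitative PCR were not analysed here.

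The authors aligned the reads to mm10 with Cell Ranger (version 7.0.1 in the headers of the deposited values) and deposited UMI counts per gene and cell barcode, without normalization. These counts include barcodes from before the study's own filter on cells. No other unit was used, and every other value was computed from these counts.

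Cells with fewer than 200 detected genes or with 20% or more mitochondrial UMIs were left out. The methods name these kinds of limits without their values, and the values were set after the range of cells shown in Figure S1. The cells kept held 168310501 UMIs in APOE2, 125105151 in APOE3 and 124926887 in APOE4, with medians of 12047, 17618 and 13522 UMIs per cell. At this depth the smooth muscle and fibroblast values have narrow counting intervals, and the B lymphocyte and endothelial values of APOE3 wide ones. Doublets were scored with Scrublet in scanpy 1.11.5 and kept, except in the alternative that removed the highest scores.

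Each library was normalized with sctransform 0.4.2, the libraries were integrated by canonical correlation in Seurat 5.3.0 over 3000 features and 30 components, and cells were clustered by the Louvain method at resolution 0.8, in R 4.3.3. The study's methods name a later version of Seurat.

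A cluster took the name of a cell type when at least 3 markers of that type's list were detected in at least 10% of its cells and raised at least 2 times over the other cells, and when its 10 leading genes did not go against the name. Most cells express smooth muscle markers, so these cannot be raised over the other cells, and another rule was used for them. A smooth muscle marker was kept when its CPM was at least 50% of its level in all cells. A cluster was smooth muscle-like when it kept at least 8 of the 10 markers, had under 3 raised markers of any other type and was not led by genes of another type. Clusters with a median UMI count above 5 times that of their libraries remained unnamed, as did clusters under that of their libraries divided by 3 with none of the type's markers among their leading genes. All clusters that kept the smooth muscle markers were also summed, named or not.

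UMIs were summed over the cells of a class in each library and given as CPM with exact Poisson intervals, and as log2 ratios with exact conditional binomial intervals. Shares of cells have exact Clopper-Pearson intervals. All intervals are at 95% and cover counting error only. With 1 library for each genotype, no test between genotypes, no p-value and no count of changed genes was computed. A count of 0 was given the limit of 3 counts. For shares of cells with a UMI, each cell was thinned to 1000 UMIs. The ratio and interval were tested on simulated counts for cells picked by marker, in which 95.5% of 8681 genes had the true value within the interval for APOE2 to APOE3 in macrophages, and 95.4% of 13506 genes for APOE4 to APOE3 in fibroblasts, with all 200 changed genes in the right direction in both. The simulated counts were Poisson, which the intervals assume, so this checks the calculation only. Variation between the cells of a class was not simulated.

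Besides the genes the paper names, the 3 genes with the largest log2 ratio in either direction were named in each class with at least 30 cells in each library, among genes with at least 100 CPM in 1 library and at least 50 UMIs in both together. Some genes that the paper, the lists or this rule name are not reported here. A gene list was described by its median log2 ratio, with 0.5 UMIs added to each count, and the percentile of that median among 10000 random lists of the same size and similar expression. The lists were naive lymphocyte, capillary endothelium, large artery endothelium, immediate early and dissociation, aortic arch and descending aorta genes.

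The alternatives were a stricter filter on cells (500 genes and 10% mitochondrial UMIs), removal of the highest Scrublet scores, Louvain resolutions 0.4 and 1.6, Louvain random seeds, merged libraries without integration, classes set by cell, the sum over all clusters that kept smooth muscle markers, a minimum of 1000 UMIs, the mean of each cell's CPM, scaling by the median gene, thinning to 3000 UMIs or none, and other definitions of Wif1-high cells. Gene set enrichment was not analysed here.

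Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.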

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

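The free RNA of Spp1, Gpnmb, Saa3 and Lcn2, the neutrophil genes in fibroblast-like cells, the thymocyte genes and the Eif3j sum were tests chosen only after the result was seen. None of the differences has a replicate library.

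Spp1 and Gpnmb, which the paper does not discuss for macrophages, were far higher in the macrophage-like cells of APOE2. Spp1 was at 2882 CPM in APOE2, from 104 of 402 cells, 9.15 CPM in APOE3 and 10.5 CPM in APOE4. Gpnmb was at 359.7 CPM in APOE2, from 37 of 402 cells, 0.832 CPM in APOE3 and 0.655 CPM in APOE4. RNA free in the APOE2 suspension would put both genes in other cells. In B lymphocyte-like cells of this library, Gpnmb reached 2.22% of its macrophage level and Spp1 was at 4.00 CPM, from 2 and 1 UMIs. In its smooth muscle-like cells, Spp1 was at 0.266% and Gpnmb at 0.545% of the macrophage level. These low levels argue against free RNA as the main source. Over the 3 libraries, Spp1 did reach 374 CPM in endothelial-like R21, 309 CPM in fibroblast-like R8 and 234 CPM in neutrophil-like R24. Its source there was not tested. Spp1 was also higher in APOE2 over the clusters that kept smooth muscle markers, at 559 CPM against 5.62 CPM in APOE3 and 2.12 CPM in APOE4. Over the 3 libraries it was highest in R9, at 2873 CPM, and stood at 3.67 CPM in R3, the cluster with the highest level of the aortic arch gene Hand2. An effect of genotype and one of single mice in the APOE2 pool remain open, and neither was tested.

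Saa3 and Lcn2 were far higher in the fibroblast-like cells of APOE2. Saa3 was at 339.5 CPM in APOE2, from 42 of 1379 cells, and 0.318 CPM in APOE3. Lcn2 was at 161 CPM in APOE2, from 283 of 1379 cells, and 2.02 CPM in APOE3. In smooth muscle-like cells of APOE2, Lcn2 reached 4.90% of its fibroblast level, which argues against RNA free in all droplets alike. That class leaves out the unnamed R9, with Lcn2 among its leading genes, and R12, with both Saa3 and Lcn2. Their source there was not tested. RNA of neutrophils was tested through S100a9, S100a8 and Retnlg, of which S100a8 was highest in fibroblast-like cells at 0.0166% of its neutrophil level, against 2.19% for Lcn2. This argues against RNA of neutrophils that carry these 3 genes. Camp, Ltf and Ngp, leading genes of R12 beside Saa3 and Lcn2, were not part of the test. Genotype and single mice of the pool remain open, and neither was tested.

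At least 2 UMIs of the thymocyte genes Dntt, Rag1 and Arpp21 together were found in 34 T lymphocyte-like cells of APOE2, 5 of APOE3 and 29 of APOE4. Of these 68 cells, 50.0% had both a Cd4 and a Cd8 UMI, against 1.09% of the other 276. Thymus tissue in the cell pools is a candidate explanation, in line with this test, and it would bear on the Cd4 and Cd8 levels. An effect of genotype on these cells remains open and was not tested.

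Eif3j2 had a log2 ratio of APOE2 to APOE3 of 4.88 in the fibroblast-like cells, while Eif3j1 had one of −1.55. The sum of these near-identical genes had a median log2 ratio of −0.051 over 4 classes, although it was −0.63 (95% interval −1.18 to −0.058) in the T lymphocyte-like cells. Reads counted on the wrong copy, under a strain variant, are a candidate explanation. An effect of genotype on either gene was not tested.

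Neutrophil-like cells, which the paper does not report for the aorta, were 0.467% (0.352 to 0.608) of the cells in APOE2, 0.148% (0.0712 to 0.273) in APOE3 and 0.0849% (0.0341 to 0.175) in APOE4. Blood left in the aortas and a difference between the genotypes both remain open, and neither was tested.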

How the results depend on the processing

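The Louvain random seeds and the sum over all clusters that kept smooth muscle markers were alternatives chosen only after the result was seen. No paired analysis was possible because each genotype had 1 library, and for the same reason no replicate was left out.

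For the shares of cell classes, 103 values of 16 results stayed within the interval of the main value and 15 moved. The stricter filter and the removal of the highest Scrublet scores moved none of these shares. Resolution 0.4 gave no endothelial-like class, and classes by cell covered 8 of the results. The log2 ratio of the T lymphocyte-like share of APOE2 to APOE3 was 1.32, and it was 2.07 at resolution 1.6, 1.85 in the merged libraries, 1.93 and 2.04 with other random seeds and 1.96 by cell. For APOE4 to APOE3 it was 1.00, and 1.96 at resolution 0.4, 2.31 at resolution 1.6, 2.09 in the merged libraries, 2.17 and 2.31 with other random seeds and 2.36 by cell. The macrophage-like share of APOE4 to APOE3 went from 0.17 to −0.24 at resolution 1.6. In the merged libraries, shares of APOE2 to APOE3 went from −0.034 to −0.39 for fibroblast-like cells, from 1.94 to 2.79 for endothelial-like cells and from −0.072 to −0.16 for clusters that kept smooth muscle markers. The cause was not tested.

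No cluster was Wif1-high at 3 times the smooth muscle median over the 3 libraries together in any of the clusterings, or at 2 times at resolution 0.8. By cell, Wif1-high cells were 0.529% in APOE2, 1.18% in APOE3 and 0.646% in APOE4.

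For expression within classes, 627 values of 164 results stayed within the interval, 240 moved and 18 reversed, a word kept for log2 ratios whose interval left out 0 and whose sign changed. The minimum of 1000 UMIs moved none, and removal of the highest Scrublet scores moved 12. The merged libraries moved 74, the mean of each cell's CPM 59 and scaling by the median gene 47. The sum over all clusters that kept smooth muscle markers moved 48 of 67 smooth muscle results and reversed Myh11 for APOE2 (−0.054). In the merged libraries, the log2 ratio of APOE2 to APOE3 reversed for Cd86 in B lymphocyte-like cells (−0.40), Pecam1 in endothelial-like cells (−0.13), Cnn1 (0.036) and Msx2 (−0.47) in smooth muscle-like cells and, in fibroblast-like cells, S100a4 (0.27), Fap (0.43), Plin2 (−0.24) and Fbln1 (−0.14). There, APOE4 to APOE3 reversed for Dcn (−0.094) and Mfap5 (0.12). With the mean of each cell's CPM, Sox17 in endothelial-like cells reversed for APOE2 (0.34), Fabp4 for APOE4 (−0.010) and Mfap5 in fibroblast-like cells for APOE4 (0.0082). Scaling by the median gene reversed Mfap5 in fibroblast-like cells (0.034) and, in smooth muscle-like cells, Acta2 (0.011), Cnn1 (0.0028) and Ndufa9 (0.0056) for APOE4. Ratios of APOE4 whose interval included 0 also changed sign under it, among them Medag in fibroblast-like cells and Ndufb7 and Ndufs3 in smooth muscle-like cells. The cause was not tested.

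Of the shares of cells with a UMI, 66 values of 45 results moved with another depth of thinning and 24 did not. The 11 B lymphocyte-like and 17 endothelial-like cells of APOE3 limit every ratio in these classes.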

Differences from the paper's values

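No test in this part was chosen after the result was seen.

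B lymphocyte-like cells were 24.3 times as many in APOE4 as in APOE3, against the paper's fold of 10. The fold was 23.7 with the stricter filter, 23.0 without the highest Scrublet scores, 23.9 at resolution 0.4 and at resolution 1.6, 28.0 in the merged libraries and 27.0 by cell, so none of the alternatives set before the data were examined closed the gap. The paper gives the same fold over APOE2, where the fold was 7.63, within 1.5 times of it.

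T lymphocyte-like cells were 4.36 times as many in APOE2 and 2.45 times as many in APOE4 as in APOE3, against the paper's fold of 5, given without naming the genotype that APOE3 is set against. The fold in APOE2 was within 1.5 times of the paper's. That in APOE4 remained apart with the stricter filter (2.69) and without the highest Scrublet scores (2.19). It fell within 1.5 times of the paper's at resolution 0.4 (4.76), at resolution 1.6 (6.06), in the merged libraries (5.2) and by cell (6.25).

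Endothelial-like cells were 0.968% of 11772 cells in APOE2, against the paper's about 1.5% of its cells in Fig. 3E, read by eye. Without the highest Scrublet scores (1.01%) and in the merged libraries (1.13%) the share fell within 1.5 times of the paper's, and with the stricter filter (0.957%), at resolution 1.6 (0.968%) and by cell (0.741%) it did not. In APOE3 they were 0.252% of 6737 cells, against the paper's about 0.5% in Fig. 3E, read by eye, and none of the alternatives closed the gap. The denominators differ, since the paper analysed 10500 cells of APOE2 and 6264 of APOE3.

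No cluster passed the threshold for Wif1, so Wif1-high cells were 0% of the cells in each library, against the paper's about 5.2% in APOE2, about 11% in APOE3 and about 2.2% in APOE4 for pericytes in Fig. 3E, read by eye. None of the alternatives reached these values, and by cell the shares were 0.529%, 1.18% and 0.646%.

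The paper describes more cells of its macrophage and smooth muscle cluster in APOE2 than in both other genotypes. The similar cluster, found only at resolution 1.6, held the most cells in APOE2 by number (65, 33 and 54 cells of APOE2, APOE3 and APOE4), but its share of the library was 0.552% (95% interval 0.426 to 0.703) in APOE2 and 0.655% (0.492 to 0.853) in APOE4. It gives Cd36 in macrophages as higher in APOE2 than in APOE3, and the log2 ratio was −0.11 (−0.29 to 0.068), below 0 in each of the 5 alternatives.

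The paper gives Ms4a1 in B lymphocytes as more prevalent in APOE2 than in APOE3. The log2 ratio was −0.015 (−0.70 to 0.72), and it had the paper's direction without the highest Scrublet scores (0.19) and with scaling by the median gene (0.27), which adds 0.29 to every ratio of these cells, not in the other 3 alternatives. It gives Tnfrsf13c as higher in APOE4 but not in APOE2, and the log2 ratio of APOE2 to APOE3 was 1.31 (−0.80 to 4.48), from 15 and 2 UMIs, and above 0 in each of the 5 alternatives.

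The paper gives T helper cells with Cd4 as minimal in APOE2 and present in APOE4. Cd4 was at 51.8 CPM in APOE2 and 70.2 CPM in APOE4, with a log2 ratio of APOE4 to APOE2 of 0.44 (−0.10 to 0.98), while 3.80% and 13.3% of the thinned cells had a Cd4 UMI. It gives Gata3 as higher in APOE4 than in APOE2, and the log2 ratio of APOE4 to APOE2 was −0.22 (−0.71 to 0.27). In each of the 5 alternatives Gata3 was lower in APOE4 than in APOE2. It gives Sox17 as higher in the endothelial cells of APOE2, and the log2 ratio of APOE2 to APOE3 was −0.70 (−1.24 to −0.11). That ratio had the paper's direction only under the mean of each cell's CPM (0.34). Against APOE4, Sox17 had the paper's direction, with a log2 ratio of APOE4 to APOE2 of −1.56 (−2.80 to −0.55).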

Other observations

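The Scrublet comparison among macrophage-like cells and the limit of the naive lymphocyte test to 3 genes were tests chosen only after the result was seen, and the aortic region test was chosen after the smooth muscle values were seen.

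More B lymphocyte-like cells were found in the APOE4 library. If lymphoid tissue beside the aorta had entered the APOE4 pool, naive lymphocyte genes would be higher in its T lymphocyte-like cells as a set. Ccr7, Lef1 and Tcf7 had a median log2 ratio of APOE4 to APOE2 of 1.06, at percentile 99.85 of the random lists, 1.20 without the thymocyte-gene cells and 1.04 with S1pr1 and Klf2 added. Lymphoid tissue is thus a candidate explanation, and an effect of genotype on lymphocytes of the aorta remains open.

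Lipid uptake genes were higher in the endothelial-like cells of APOE2. The 6 capillary genes had a median log2 ratio of 1.26 to APOE3 and 0.82 to APOE4, with 5 of them higher in both comparisons. The 9 large artery genes, which would be lower with more capillary cells, had medians of 0.20 and 0.22, with 8 of them higher. A larger share of capillary endothelium and an effect of genotype cannot be told apart, since the large artery medians lay within the random lists (percentiles 87.7 and 80.9) and APOE3 had 17 cells. The lymphatic gene Prox1 was also found, at 48.0 CPM in APOE2.

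Klf4, Hif1a and Socs3 differed between the libraries in smooth muscle-like cells, and a response to tissue dissociation would move the immediate early and dissociation genes alike in every class. For APOE4 to APOE3 the median log2 ratio of the 20 genes was 0.36 in smooth muscle-like, 0.61 in unnamed, 0.91 in fibroblast-like, −0.22 in macrophage-like and −0.16 in T lymphocyte-like cells. For APOE2 to APOE3 it was −0.22, 0.071, −0.027, −0.42 and 0.032 in the same classes. The classes moved in different directions, so dissociation and genotype cannot be told apart, since each pool was dissociated once.

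Among macrophage-like cells with smooth muscle transcripts, those of low and of high depth differed. In droplets under 2000 UMIs, 0.389% of the UMIs in the cluster of macrophage and smooth muscle markers were on smooth muscle genes. The share was 0.382% in endothelial-like, 0.284% in neutrophil-like and 0.276% in T lymphocyte-like droplets, and far lower, 0.0892%, in the 13 B lymphocyte-like droplets. The median droplet held 3 such UMIs in that cluster, 3 in T lymphocyte-like and 1 in B lymphocyte-like droplets. The share in that cluster (0.353 to 0.427) was thus above that of T lymphocyte-like (0.239 to 0.317) and B lymphocyte-like droplets beyond counting error. Its droplets were also shallower, with a median of 927 UMIs against 1464.5 and 1846, which would raise the share from free RNA, so the shares do not decide on it. Among the 73 macrophage-like cells with at least 100 smooth muscle UMIs, 69.9% had high Scrublet scores, against 1.90% of the other 631, and they held a median of 203 macrophage marker UMIs against 212. The score measures likeness to a sum of 2 cells, so cells with both kinds of transcript can score high whether or not they are doublets. Free RNA, doublets and smooth muscle cells that took on macrophage genes cannot be told apart, since no value decides between them.

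Over the clusters that kept smooth muscle markers, the aortic arch genes were higher and the descending aorta genes lower in APOE2 than in APOE3. Among the arch genes, Mmp12, Gng2 and Lbp were higher in macrophage-like or fibroblast-like clusters, so transcripts of other cells can add to their part of this pattern. With more of the arch in the APOE2 pool, the 6 homeobox genes would also be lower in fibroblast-like cells, and their median log2 ratio there was −0.56, at percentile 0.07 of the random lists. In the smooth muscle clusters it was −0.45. A larger share of the arch in the APOE2 pool may thus contribute to the differences between smooth muscle clusters, and genotype remains open. Homeobox genes also differed between the fibroblast-like clusters, with Hoxa7 at 51.6 CPM in R5 and 16.6 CPM in R8. R8 carried 8219731 of the 16475722 fibroblast-like UMIs in APOE2 and 3237579 of 9420952 in APOE3. The mix of clusters can therefore set part of the fibroblast median, which this test does not separate. For APOE4 the 6 genes had medians of 0.34 in the smooth muscle clusters and −0.13 in fibroblast-like cells.

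By the fixed rule of size, among 1758 genes in macrophage-like cells the largest log2 ratios of APOE2 to APOE3 were those of Gpnmb, 8.76 (95% interval 6.28 to 14.06), Hbb-bt, 8.40 (5.92 to 13.70), and Spp1, 8.30 (7.46 to 9.30). For APOE4 they were those of Saa3, 6.45 (4.89 to 8.73), Igkc, at least 44.1-fold higher, and Gm47283, −4.04 (−4.87 to −3.30). In fibroblast-like cells they were Saa3, 10.06 (8.51 to 12.34), Lcn2, 6.32 (5.67 to 7.05), and Prg4, 4.63 (4.48 to 4.78), for APOE2, and Serpina3n, 1.91 (1.75 to 2.08), Fosb, 1.85 (1.79 to 1.92), and Sfrp1, −1.79 (−1.91 to −1.66), for APOE4.

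In T lymphocyte-like cells, the same rule gave Cox6b2, −5.47 (−7.41 to −4.02), Lum, −4.78 (−6.06 to −3.71), and Mmp3, −4.37 (−5.24 to −3.59), for APOE2, and C1qa, −8.47 (−13.79 to −5.96), Mmp3, −8.13 (−13.45 to −5.61), and Igkc, 7.83 (6.28 to 10.11), for APOE4. The reference is 44 APOE3 cells. C1qa was a leading gene of the macrophage-like R11 and Igkc of the B lymphocyte-like R18, while Lum is among the paper's fibroblast genes. Hbb-bt, named above with Igkc for macrophage-like cells, was a leading gene of the erythroid-like R23. Transcripts of other cells can therefore set such ratios, and this was not tested. In smooth muscle-like cells the genes the rule gave for APOE2 included AY036118, 1.61 (1.57 to 1.66), and Mt2, 1.35. For APOE4 they were Cdk8, 1.65 (1.59 to 1.70), mt-Atp8, 1.65 (1.58 to 1.71), and AY036118, 1.45 (1.41 to 1.50).

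A single B lymphocyte-like cell of the 35 of APOE2 held all 2179 Jchain UMIs and all 1736 Igha UMIs of that class and library.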
